# Reprograming of proteasomal degradation by branched chain amino acid metabolism

**DOI:** 10.1111/acel.13725

**Published:** 2022-09-27

**Authors:** Sonia Ravanelli, Qiaochu Li, Andrea Annibal, Aleksandra Trifunovic, Adam Antebi, Thorsten Hoppe

**Keywords:** aging, branched‐chain amino acid, branched‐chain aminotransferase, *Caenorhabditis elegans*, metabolism, proteasome, proteostasis, ubiquitin

## Abstract

Branched‐chain amino acid (BCAA) metabolism is a central hub for energy production and regulation of numerous physiological processes. Controversially, both increased and decreased levels of BCAAs are associated with longevity. Using genetics and multi‐omics analyses in *Caenorhabditis elegans*, we identified adaptive regulation of the ubiquitin‐proteasome system (UPS) in response to defective BCAA catabolic reactions after the initial transamination step. Worms with impaired BCAA metabolism show a slower turnover of a GFP‐based proteasome substrate, which is suppressed by loss‐of‐function of the first BCAA catabolic enzyme, the branched‐chain aminotransferase BCAT‐1. The exogenous supply of BCAA‐derived carboxylic acids, which are known to accumulate in the body fluid of patients with BCAA metabolic disorders, is sufficient to regulate the UPS. The link between BCAA intermediates and UPS function presented here sheds light on the unexplained role of BCAAs in the aging process and opens future possibilities for therapeutic interventions.

## 1 INTRODUCTION

The branched‐chain amino acids (BCAA) leucine, isoleucine, and valine are essential for the health of the organism and cannot be synthesized by animals. BCAA catabolism is highly conserved, and the first limiting step in the formation of branched‐chain α‐ketoacids is mediated by the branched‐chain aminotransferase BCAT. Complete oxidation of leucine, valine, and isoleucine results in the formation of acetyl‐CoA, succinyl‐CoA, or both (Neinast et al., 2019). In addition to its importance as a catabolic pathway, BCAA metabolism is thought to have numerous other physiological functions, including a prominent role in the regulation of physiological aging (Biswas et al., 2019; Neinast et al., 2019; Trautman et al., 2022). However, the mechanistic role of BCAAs and derivatives in healthy aging remains controversial. BCAAs have been considered for a long time as beneficial supplements, especially in the elderly and athletes to counteract frailty and muscle damage, respectively (Trautman et al., 2022; Valerio et al., 2011). Accordingly, BCAA supplementation has been shown to extend lifespan in male mice (D'Antona et al., 2010) and nematodes (Mansfeld et al., 2015). In contrast, recent studies reported that supplementation of BCAAs reduced lifespan in mice (Solon‐Biet et al., 2019), while BCAA dietary restriction improved longevity both in mice (Richardson et al., 2021; Solon‐Biet et al., 2019) and flies (Juricic et al., 2020), suggesting that BCAA dietary restriction might be a promising intervention strategy to promote healthy aging (Trautman et al., 2022).

Inborn metabolic errors caused by defects in enzymes involved in the biochemical BCAA pathway after initial transamination, such as maple syrup urine disease (MSUD), isovaleric acidemia (IVA), 2‐methylbutyryl‐CoA dehydrogenase deficiency (MBDD), and isobutyryl‐CoA dehydrogenase deficiency (IBDD), are classified as organic aciduria or organic acidemia because of elevated levels of short‐chain carboxylic acids in either urine or blood (Villani et al., 2017). Organic aciduria presents a wide range of symptoms, often associated with neurological impairment (Villani et al., 2017; Wajner et al., 2020). Classic therapeutic interventions consist of dietary restriction to reduce BCAA metabolic flux and supplementation with compounds such as carnitine that promote the excretion of toxic metabolic byproducts (Villani et al., 2017). Although the morbidity and mortality of organic aciduria are significantly reduced by current treatments, long‐term systemic and neurologic damage are rarely prevented (Wajner et al., 2020).

Altered BCAA metabolism has also been linked to neurodegenerative diseases, diabetes, and cancer (Biswas et al., 2019; Conway, 2020; Neinast et al., 2019; Peng et al., 2020; White & Newgard, 2019), all of which are known to be characterized by changes in protein homeostasis (proteostasis) (Labbadia & Morimoto, 2015; Neinast et al., 2019; Ottens et al., 2021). The ubiquitin‐proteasome system (UPS) plays a central role in maintaining proteostasis by degrading damaged, superfluous, and potentially toxic proteins (Pohl & Dikic, 2019). After ubiquitylation, catalyzed by an enzymatic cascade of ubiquitin‐activating enzymes (E1), ubiquitin‐conjugating enzymes (E2), and ubiquitin ligases (E3), UPS substrates are directed for degradation to the 26S proteasome, which consists of a central proteolytic core complex (20S) and two regulatory particles (19S) (Bard et al., 2018; Pohl & Dikic, 2019). UPS activity is adapted to cellular needs by modulating proteasome quantity and composition (Rousseau & Bertolotti, 2018). Accordingly, reversible proteasome disassembly is triggered by oxidative stress (Grune et al., 2011; Livnat‐Levanon et al., 2014; Wang et al., 2010) or metabolic disturbances (Meul et al., 2020). Although metabolic defects and proteostasis decline are linked to numerous pathologies and known hallmarks of aging (Lopez‐Otin et al., 2013), the two topics have been mainly examined independently (Ottens et al., 2021).

In light of the conflicting findings regarding the dietary modulation of BCAA levels on longevity, we decided to further explore the complex physiological role of BCAAs with particular attention to proteostasis. In a previous study, we demonstrated that depletion of *ivd‐1*, a mitochondrial enzyme involved in the catabolism of leucine, leads to reduced protein turnover by the UPS, both in *C. elegans* and in mammalian cells (Segref et al., 2014). We decided to inhibit the other catabolic enzymes responsible for the oxidation of BCAAs and monitored the proteolytic activity of the UPS in worms. Instead of modulating the BCAA intake, we aimed to study the UPS regulation upon altered BCAA metabolic flux. Combining genetics with multi‐omics analyses, we observed that only defects in the BCAA catabolism occurring downstream of initial transamination reduced the turnover rate of a GFP‐based proteasome substrate, which was fully restored in *bcat‐1* loss‐of‐function mutants. Our data suggest that, only when BCAT‐1 is functional, does impaired downstream BCAA metabolic flux trigger an adaptive transcriptional response involving downregulation of UPS in favor of other proteolytic pathways. Growth medium supplementation experiments showed that BCAA‐derived carboxylic acids known to accumulate in BCAA‐specific organic aciduria were sufficient to reduce ubiquitin‐dependent proteolysis and enhance aggregation of metastable proteins, suggesting a possible role as stress molecules. The causal relationship demonstrated here between BCAA metabolism and reprogramming of proteasomal degradation opens future possibilities for therapeutic interventions in mitochondrial and neurological pathologies, thereby promoting healthy aging.

## 2 EXPERIMENTAL PROCEDURES

### 2.1 *C. elegans* strains and maintenance

*C. elegans* strains were cultured according to standard methods (Stiernagle, 2006), at 20°C, on nematode growth medium (NGM) agar plates seeded with OP50 *E. coli* as a food source. All strains derive from the Bristol N2 strain. The strains *ivd‐1(tm6784) IV* and *hecd‐1 (tm2371) IV* were obtained by National BioResource Project (NBRP); MIR23: *risIs3 [K02A4.1p::K02A4.1::GFP + unc‐119(+)*], FX30253: *tmC24 [F23D12.4(tmIs1233); unc‐9(tm9718)] X; tmEx4950 [unc‐9(+) + vha‐6p::GFP]*, and GF78: *dgEx78 [(pAMS68) vha‐6p::Q40::YFP + rol‐6(su1006) + pBluescript II]* were obtained by Caenorhabditis Genetics Center (CGC); PP563: *unc‐119(ed4); hhIs64 [unc‐119(+); sur‐5p::UbV‐GFP]III* was generated in our lab (Segref et al., 2011). *bcat‐1 (hh58) X* and *bcat‐1 (hh56)/tmC24 [F23D12.4(tmIs1233) unc‐9(tm9718)] X* were generated in this study. To reduce effects caused by genetic backgrounds, all strains were outcrossed at least twice and whenever possible all mutant strains, including wild‐type, analyzed in a single experiment were isolated from the same cross. Genotyping primers are reported in Table S1.

### 2.2 Synchronization of *C. elegans* populations

Unless otherwise stated, all experimental analyses were performed on Day 1 adult worms, synchronized by egg‐prep (Stiernagle, 2006). In brief, worms were washed off the plates with M9, bleached with sodium hypochlorite solution, and, after 3 washing steps with M9, the obtained eggs were seeded on a culture plate. Estimation of the number of eggs was done in triplicates with a 1 μl drop of suspension in M9 to seed appropriate amounts of worms in each plate, considering lethality and fertility defects of each mutant strain. In case of developmental delay, either synchronization or collection/imaging was adapted according to the quantified average generation time of each mutant strain and by optical inspection to confirm that worms reached the egg‐bearing adult stage.

### 2.3 Western blot

Protein lysates were obtained by sonication, boiling at 95°C for 5 min, and centrifugation at 18000*g* for 15 min at 4°C. The supernatant containing either 5 μg of protein (quantified by Pierce BCA protein assay, ThermoFisher Scientific) or the equivalent volume of 20 picked worms was supplemented with an equal amount of 2x SDS loading buffer before loading on Bis‐Tris 4%–12% polyacrylamide gels for electrophoresis. Proteins were transferred to Amersham Protran 0.1 NC nitrocellulose membranes (Cytiva) with a semi‐dry blotting system (Bio‐Rad, Trans‐Blot Turbo) using NuPAGE transfer buffer (Thermo Fischer Scientific). Membranes were blocked with 3% milk (in PBS + 0.1% Tween 20) for at least 20 min and incubated with the primary antibodies overnight at 4°C in RotiBlock (Carl Roth). Membranes were immunoblotted in one step with mouse anti‐GFP and rabbit anti‐tubulin primary antibodies (1 hour at room temperature or overnight at 4°C) and subsequently with Li‐Cor 680RD donkey anti‐rabbit and 800CW donkey anti‐mouse secondary antibodies (1 hour at room temperature). Antibody detection was conducted with a Li‐Cor Odyssey scanner and Image Studio Lite (version 5.2.5) was used to acquire images and quantify band intensities, setting as background the median of the measured intensity on the adjacent area of both sides for each band. All intensities were normalized by dividing for the respective tubulin intensity as a loading control. All quantifications are reported as log_2_ of the normalized intensities divided by the normalized intensity of the control sample as indicated for each figure. Uncropped Western blots and details about used antibodies are reported in Figure S6 and Table S2, respectively.

### 2.4 Gene suppression by RNAi

RNA interference (RNAi) was performed following the standard feeding method, making use of the bacterial *C. elegans* RNAi Collections Ahringer (RRID:SCR_017064) and ORFeomeWS112 (Laboratory of Marc Vidal). Bacteria were grown in LB medium supplemented with 0.1 mg/ml ampicillin overnight, diluted to an optical density (OD)_600_ of 0.1 the following day, and grown to a maximum OD_600_ of 0.9. dsRNA expression was induced by adding IPTG to a final concentration of 2 mM for 30–60 min shaking at 37°C. Bacteria were seeded onto growth media NGM plates containing 2 mM IPTG and 0.1 mg/ml ampicillin. Synchronized eggs were homogenously transferred on the seeded RNAi plates and incubated at 20°C until the worm reached the adult stage for live imaging and/or collection. As a control, bacteria expressing the empty vector pPD129.36 were used. *Ivd‐1* or *hecd‐1*, which are known to accumulate the UbV‐GFP (Segref et al., 2014), served as a positive control for RNAi activation. Alternatively, RNAi efficacy was validated with qRT‐PCR.

### 2.5 Supplementation of BCAA‐derived compounds

25x stock solutions of each metabolite were prepared in H_2_O and poured on NGM plates seeded with OP50 to reach a final concentration of 3, 6, or 12 mM; H_2_O served as control. The growth medium pH was assessed to be above 6 by submerging a pH test strip into the agar. After complete absorption at room temperature, eggs obtained by egg‐prep were seeded on top of the plates and incubated at 20°C until adulthood. Details about each compound are reported in Table S3.

### 2.6 Live microscopy

For visualization of UbV‐GFP, 10–15 worms were picked and mounted on 3% agar pads, immobilizing them with 90 mM sodium azide. Fluorescent and brightfield images of mounted immobilized worms were captured with Zeiss Axiozoom V16, equipped with Axiocam 506mono and ZEN 2.3 software. Fluorescent exposure times were always kept constant for every group of images compared. For protein aggregate quantification, 1‐ or 2‐day‐old adults were placed on plates with or without isovaleric acid supplementation to lay eggs for 4 hours, and transgenic L4 animals were transferred to new plates. Animals were then transferred every 2 days to new plates until aggregates were quantified on day six of adulthood as reported previously (Mohri‐Shiomi & Garsin, 2008).

### 2.7 CRISPR‐Cas9 mutation

Mutation of *bcat‐1* was conducted through CRISPR‐Cas9, following the *dpy‐10* co‐conversion strategy described previously (Paix et al., 2017). Two different guide RNAs (crRNA) were designed to introduce a restriction site for NheI that contains TAG, serving as a premature stop codon in the first exon of the coding sequence, in addition to a frameshift. The detailed procedure is described in the Supplementary Material. Oligonucleotides used for genotyping and CRISPR‐Cas9 editing are reported in Tables S1 and S4, respectively.

### 2.8 Omics analyses

Synchronized worms by egg‐prep were harvested on Day 1 of adulthood after washing with M9 at least twice to remove bacteria. Worm pellets were split into 3 Eppendorf tubes (one for each omics) and flash‐frozen with liquid nitrogen before storing at −80°C. Four replicates were collected in independent experiments, and the following processing was conducted in parallel for each omics analysis. For details about sample and data processing, see the Supplementary Methods.

The RNA raw data, FPKM values, and experimental information have been deposited in NCBI's Gene Expression Omnibus with dataset identifier GSE185451. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD028286. Metabolomics raw and processed data are reported in Table S5.

### 2.9 Data visualization and statistical analysis

All graphs generated with RStudio (version 1.2.5033, R version 4.0.0) report means and standard deviations and significant difference is displayed as * for *p*‐value ≤0.05 and ** for *p*‐value ≤0.01, calculated with pairwise *t*‐tests or Tukey's Honest Significant Difference (HSD) combined with one‐way ANOVA for normally distributed data. For not normally distributed data, pairwise comparisons were computed using the Wilcoxon rank sum test with Bonferroni adjustment of *p*‐values for multi‐testing.

## 3 RESULTS

### 3.1 Impaired BCAA transamination and downstream catabolic reactions affect the UPS in opposite ways

Considering that impaired BCAA metabolism is associated with numerous pathological conditions characterized by altered proteostasis (Biswas et al., 2019; Conway, 2020; Neinast et al., 2019; Ottens et al., 2021; White & Newgard, 2019), we wondered whether enzymatic regulation of the BCAA biochemical pathway (Figure 1a) directly affects UPS activity. Therefore, we suppressed enzymes required for BCAA catabolism in *C. elegans* by RNAi and monitored the turnover of a GFP‐based ubiquitin fusion degradation (UFD) substrate, termed UbV‐GFP, which is a simple, but powerful method for monitoring UPS functionality in vivo (Segref et al., 2011). Indeed, suppression of several mitochondrial enzymes responsible for the oxidative degradation of BCAAs, namely *ivd‐1, bckd‐1A, bckd‐1B*, *mccc‐1*, *acdh‐3*, and *hach‐1*, resulted in the accumulation of UbV‐GFP, suggesting reduced UPS function (Figure 1b; Figure S1a). Surprisingly, inhibition of the first enzymatic step of BCAA metabolism by *bcat‐1(RNAi)* did not affect substrate turnover (Figure 1b; Figure S1a). These results suggest that disruption of BCAA transamination and downstream catabolic steps induce opposite effects on the turnover of proteasome substrates.

**FIGURE 1:**
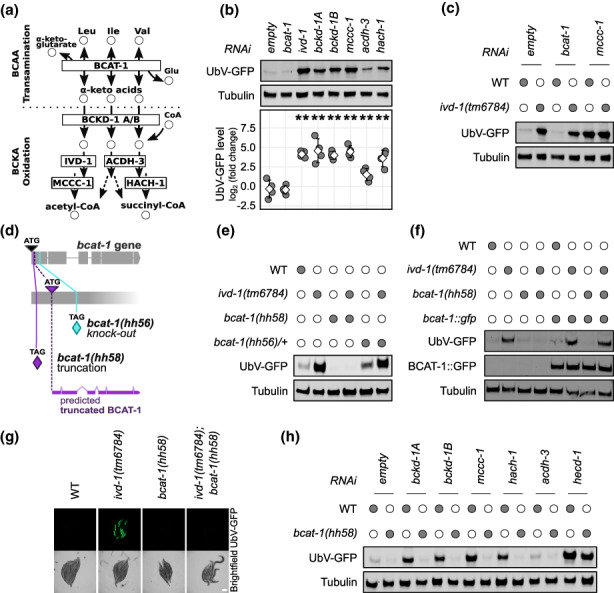
Impaired BCAA transamination and downstream catabolic reactions affect the UPS in opposite ways. (a) BCAA metabolism schematic view with metabolites as circles and enzymes as boxes. (b, c, e, f, h) Western blot analysis of adult worm lysates immunoblotted for GFP (UbV‐GFP and BCAT‐1::GFP) and tubulin as a loading control. (b) Worms were treated with RNAi against indicated genes, empty RNAi vector (empty) as control. Micrographs in Figure S1a. Below the blot, quantification of four experimental replicates displayed as the log_2_ of the UbV‐GFP intensity normalized on tubulin and relative to the wild‐type (WT) control. Means as white squares and standard deviations as error bars. A statistically significant difference in relation to control was calculated with pairwise t‐tests and indicated with ** for *p*‐value ≤0.01. (c) Wild‐type (WT) and *ivd‐1(tm6784)* worms, indicated with filled circles, were treated with RNAi against *bcat‐1*, *mccc‐1*, or empty RNAi vector (empty) as control. Micrographs and *bcat‐1* transcript quantification in Figure S1a,b. Three experimental replicates are quantified in Figure S1c. (d) Overview of the CRISPR‐Cas9 *bcat‐1* mutations, with indicated premature stop codons (TAG) for the *hh56* allele (light blue) and *hh58* allele (violet). (e) Filled circles denote genetic mutations, *bcat‐1(hh56)/+* indicates heterozygous mutation balanced with *tmC24*. Micrographs in Figure S1f. Three experimental replicates quantified in Figure S1g. (f) Filled circles denote genetic mutations or *bcat‐1::gfp* transgene expression. Three experimental replicates are quantified in Figure S2b. (g) Fluorescent and brightfield micrographs of immobilized worms, relative to (f), scale bar: 200 μm. Micrographs of *bcat‐1::gfp* rescue lines in Figure S2a. (h) WT and *bcat‐1(hh58)* worms, indicated with filled circles, were treated with RNAi against indicated genes, empty RNAi vector (empty) as control. Micrographs in Figure S2f. Four experimental replicates are quantified in Figure S2g.

To constitutively affect BCAA catabolism downstream of BCAT‐1, we used the loss‐of‐function mutant *ivd‐1(tm6784)*, which showed a strong accumulation of UbV‐GFP (Figure 1c), similarly to its RNAi suppression and of the other BCAA catabolic enzymes tested (Figure 1b; Figure S1a). Despite being upstream in the BCAA pathway (Figure 1a), *bcat‐1(RNAi)* did not abrogate the UbV‐GFP accumulation of *ivd‐1(tm6784)* (Figure 1c; Figure S1b,c). However, the low amount of *bcat‐1* transcript detected by qRT‐PCR suggests that RNAi treatment does not completely downregulate BCAT‐1 activity (Figure S1b). Therefore, we genetically modified the endogenous *bcat‐1* locus using CRISPR‐Cas9 technology (Paix et al., 2017). To completely knock down the function of BCAT‐1, we engineered alternative guide RNAs that introduce a premature stop codon into the first exon of the *bcat‐1* genomic locus and obtained two distinct *bcat‐1* alleles (Figure 1d). Previous data on *bcat‐1* RNAi depletion revealed partial embryonic lethality (Rual et al., 2004). Accordingly, the allele with the more distant premature stop codon, *hh56*, was 100% embryonically lethal (Figure S1d), indicating a complete loss of function of *bcat‐1*. In contrast, the allele *hh58* was homozygously viable, likely due to an alternative start codon downstream of the premature stop codon (Figure 1d). In support of this hypothesis, the transcript level of *bcat‐1* was not reduced in the *bcat‐1(hh58)* mutants (Figure S1e).

Like *bcat‐1(RNAi)*, neither *bcat‐1* mutant allele induced accumulation of the UbV‐GFP substrate protein (Figure 1e; Figure S1f,g). However, *bcat‐1(hh58)* was able to suppress the substrate degradation defect of *ivd‐1(tm6784)*, which was confirmed by transgenic rescue with *bcat‐1::gfp* expression (Mansfeld et al., 2015) (Figure 1f,g; Figure S2a,b). Although viable, the *bcat‐1(hh58)* allele exhibited distinct physiological defects: *bcat‐1(hh58)* mutant worms produced roughly 80% fewer viable offspring compared with wild‐type (Figure S2c), took approximately 1 day longer to reach adulthood (Figure S2d), and only 50% of their laid eggs eventually hatched (Figure S2e). All of these impairments were completely rescued by expression of *bcat‐1::gfp* (Mansfeld et al., 2015), suggesting that *bcat‐1(hh58)* mutation causes a loss of function of *bcat‐1*. Of note, *bcat‐1(hh58)* was able to suppress UbV‐GFP accumulation induced by RNAi suppression of downstream enzymes, whereas UPS defects caused by depletion of the E3 ligase *hecd‐1*, which is known to ubiquitylate the UbV‐GFP substrate (Segref et al., 2014), were only slightly reduced (Figure 1h; Figure S2f,g). These results suggest that impairments in BCAA metabolism downstream of the first transamination step negatively affect ubiquitin‐dependent degradation; however, inhibition of the BCAA catabolic pathway by BCAT‐1 loss‐of‐function may reverse this effect.

### 3.2 Altered BCAA metabolism activates an adaptive transcriptional stress response

Given the unexpected opposing effects of impaired BCAA transamination and downstream catabolic steps in UPS regulation, we investigated the underlying metabolic regulation. We performed a multi‐omics analysis and compared transcriptome, proteome, and metabolome data from *ivd‐1(tm6784)* and *bcat‐1(hh58)* single and double mutants (Figure 2a; Figure S3). 

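RNA was taken from whole worms on day 1 of adulthood in wild-type, *ivd-1(tm6784)*, *bcat-1(hh58)*, the double mutant *ivd-1(tm6784); bcat-1(hh58)* and the E3 ligase mutant *hecd-1(tm2371)*, with 4 replicates per strain. The authors sequenced poly-A-selected, stranded libraries in paired ends and deposited the FPKM of each gene in each sample (fragments mapped to it, scaled by the length of its transcript and the mapped fragments of the sample). Of the 46284 genes listed, 24591 were at 0 in all 20 samples. The FPKM of a sample summed to between 1004157 and 1136133, with strain medians of 1087365 in wild-type, 1110349 in *ivd-1(tm6784)*, 1086857 in *bcat-1(hh58)*, 1028122 in *ivd-1(tm6784); bcat-1(hh58)* and 1064927 in *hecd-1(tm2371)*. The number of reads per sample is not among these values, so no counting interval can be given for a gene. Relative to the median sample the depth was between 0.887 and 1.08, read from the FPKM that a single fragment gives in genes with low values. The strains were compared on log2(FPKM + 0.5) for the 15957 genes with an FPKM of at least 0.5 in at least 4 samples. All comparisons came from 1 limma fit of the 20 samples, two-sided, and a gene was taken as differing at a Benjamini-Hochberg adjusted p of 0.05 or less. Sets of genes were compared with limma's fry, adjusted over 28 sets per comparison, and by an exact permutation test of the mean of the set in each sample. The smallest two-sided p of that permutation test is 0.0286, because 8 samples can be parted into 4 and 4 in 70 ways. Replicates with the same number were also fitted as a block, and that result is given beside the main one in comparisons whose same-numbered replicates were correlated beyond 0.1 in either direction.
The transcripts of the mutated genes were read in every sample as a check of the sample labels. *ivd-1* (WBGene00015326) lay between 149 and 162 FPKM in the 4 *ivd-1(tm6784)* samples and between 59.7 and 65.9 in the 4 *ivd-1(tm6784); bcat-1(hh58)* samples, against 206 to 230.4 in wild-type and 176.5 to 203 in *hecd-1(tm2371)*. It also lay low in *bcat-1(hh58)*, at 123 to 127 FPKM, so its level alone does not tell the labels of the single mutants apart. *hecd-1* (WBGene00016405) lay between 21.5 and 23.3 FPKM in the 4 *hecd-1(tm2371)* samples and between 32.2 and 34.4 in all other samples. *bcat-1* (WBGene00001149) lay between 197 and 218 FPKM in *bcat-1(hh58)* and between 146 and 228 in *ivd-1(tm6784); bcat-1(hh58)*, against 123 to 145 in wild-type, so the transcript was not lowered by *hh58* and does not check the labels of these strains. The labels of *ivd-1(tm6784); bcat-1(hh58)* and *hecd-1(tm2371)* are therefore checked in every sample, and *ivd-1(tm6784)* and *bcat-1(hh58)* are told from wild-type by both transcripts.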

To specifically investigate the role of BCAA metabolism in proteostasis and particularly in the regulation of the UPS, we included the E3 ligase mutant *hecd‐1(tm2371)*, which completely blocks poly‐ubiquitylation of the UbV‐GFP substrate (Segref et al., 2014). In contrast with other UPS components, depletion of the E3 ligase HECD‐1 as positive control is particularly suitable to specifically block the ubiquitylation of proteasome substrates that resemble the UbV‐GFP and avoid proteostasis collapse due to broader UPS impairment. Although both *ivd‐1(tm6784)* and *hecd‐1(tm2371)* mutants caused UbV‐GFP accumulation, their transcriptome and proteome profiles differed greatly (Figure S3), suggesting that the cause of UPS impairment and the associated compensatory response programs are different. 

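Between *ivd-1(tm6784)* and *hecd-1(tm2371)*, 7961 of the tested genes differed (49.9%, limma with Benjamini-Hochberg adjustment), 4352 of them higher in *ivd-1(tm6784)* and 3609 lower. For 7574 of these genes all 4 same-numbered pairs changed in one direction, and 1021 differed by 2-fold or more. The share of differing genes that were higher in *ivd-1(tm6784)* was 54.7% with the FPKM as deposited, 48.8% of 7803 genes after median-of-ratios scaling and 35.5% of 6953 genes after quantile normalization, so the direction of the larger side depends on the scaling. Of the alternatives run, a covariate for germline content moved the count most, to 3168 genes. That covariate was the mean log2 value of 30 germline and oocyte marker genes in each sample. Against wild-type, *hecd-1(tm2371)* differed in 3369 genes (21.1%), 2228 higher and 1141 lower, with 204 genes changed by 2-fold or more. Higher genes made up 66.1% of these, against 38.7% of 2198 genes after median-of-ratios scaling and 41.2% of 2192 genes after quantile normalization. Same-numbered replicates of these strains were correlated at 0.174 across genes, which are not independent replicates, and with the replicate number as a block 3163 genes differed.
Among the 5 largest differences between *ivd-1(tm6784)* and *hecd-1(tm2371)* were the neighbouring genes *ZK228.3* and *ZK228.4* on chromosome V. Both were listed at 0 in all 4 *hecd-1(tm2371)* samples, and lay between 19.2 and 22.7 FPKM and between 28.2 and 37.0 FPKM in *ivd-1(tm6784)*. In wild-type they lay between 22.6 and 23.8 FPKM and between 33.2 and 36.3 FPKM. *pod-1*, the gene with the largest difference, was also listed at 0 in all *hecd-1(tm2371)* samples and in 10 samples altogether, against 74.3 to 90.2 FPKM in *ivd-1(tm6784)*. *ZK228.3* and *ZK228.4* were above 0 in every sample of the other strains, whereas the zeros of *pod-1* were spread over several strains. Neither neighbour overlaps another coding gene. A value listed at 0 can be a failed estimate, and the FPKM alone cannot tell that from a real absence in *hecd-1(tm2371)*. No fold change is therefore given for these genes.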

Quantification of fold changes revealed stronger reprogramming associated with the *bcat‐1(hh58)* mutation compared with *ivd‐1(tm6784)* at both transcript, protein, and metabolite levels, reflecting the physiological importance of BCAA transamination (Figure 2b; Figure S1d and S2c–e).

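Against wild-type, 3633 genes differed in *ivd-1(tm6784)* (22.8% of those tested, limma with Benjamini-Hochberg adjustment) and 7055 in *bcat-1(hh58)* (44.2%). Changes of 2-fold or more were found in 955 and 1796 of these genes. Over all tested genes the median absolute log2 fold change was 0.20 in *ivd-1(tm6784)* and 0.27 in *bcat-1(hh58)*, with a median standard error of 0.13, and the standard deviation of the log2 fold changes across genes was 0.61 and 0.79. *ivd-1(tm6784); bcat-1(hh58)* differed from wild-type in 6113 genes (38.3%). Both single mutants differed from wild-type in 3126 genes, 3058 of them in the same direction, where 1606 would be expected to overlap if the calls were independent. The calls share their wild-type samples and are therefore not independent.
The *ivd-1(tm6784)* count ran from 1909 genes, at an adjusted p of 0.01 or less (limma with Benjamini-Hochberg adjustment), to 5831 with sample weights, which gave 8201 in *bcat-1(hh58)*. The count was larger in *bcat-1(hh58)* than in *ivd-1(tm6784)* in every alternative run. Leaving out each replicate of the strains compared gave 2269 to 3357 genes for *ivd-1(tm6784)* and 6094 to 7853 for *bcat-1(hh58)*. Leaving out a replicate of another strain, which enters through the shared spread, gave 3466 to 4240 genes for *ivd-1(tm6784)*. Same-numbered *ivd-1(tm6784)* and wild-type replicates were correlated at 0.122, and with the replicate number as a block 3549 genes differed. The direction of the changes depends on the scaling. In *ivd-1(tm6784)* 3173 genes were higher and 460 lower, or 87.3% higher, against 60.2% of 4057 genes after median-of-ratios scaling and 38.2% of 3658 genes after quantile normalization. In *bcat-1(hh58)* 76.6% were higher, against 48.5% of 7897 genes and 34.6% of 7325 genes. With the deposited FPKM the median log2 fold change of all tested genes was 0.11 in *ivd-1(tm6784)* and 0.17 in *bcat-1(hh58)*. Median-of-ratios scaling shifted the log2 fold changes with a median of −0.10 and −0.18, and quantile normalization with −0.29 and −0.42. For gene sets the change relative to the all-gene median is therefore given as well.
The largest change in *bcat-1(hh58)* was *parg-2* (WBGene00004052), at 37.7 to 98.5 FPKM against 0.162 to 0.554 in wild-type (log2 fold change 6.44, standard error 0.29, adjusted p = 1.55e-10, limma with Benjamini-Hochberg adjustment). The largest in *ivd-1(tm6784)* was *Y48G8AL.12* (WBGene00021690), at 181 to 340.1 FPKM against 1.91 to 37.1 (log2 fold change 5.54, standard error 0.74, adjusted p = 7.41e-05, and 8.91e-05 with the block). This gene overlaps a coding gene on the other strand. *acdh-2* (WBGene00015894) went in opposite directions, with a mean ± SD over 4 replicates of 50.8 ± 14.2 FPKM in wild-type, 348.9 ± 15.5 in *ivd-1(tm6784)* and 0.276 ± 0.128 in *bcat-1(hh58)*, although it overlaps a coding gene on the same strand and the assignment of its reads is uncertain.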

**FIGURE 2:**
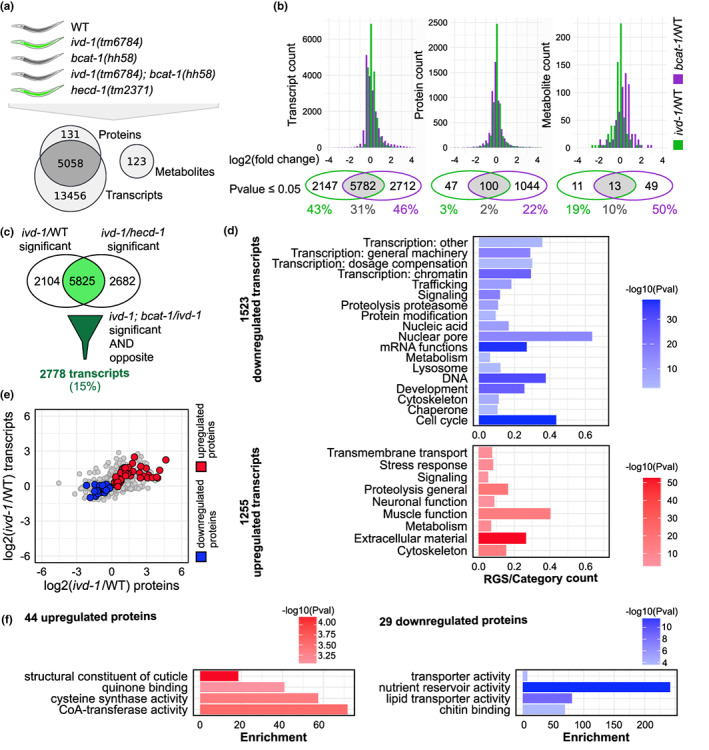
Altered BCAA metabolism activates an adaptive transcriptional stress response. (a) Mutant strains included in the multi‐omics analysis and their effect on UbV‐GFP turnover (top), Venn diagram of detected transcripts, proteins, and metabolites (bottom). Four experimental replicates. Heatmaps of the complete datasets in Figure S3. (b) Histograms of log_2_(*ivd‐1(tm6784)*/wild‐type) (green) and log_2_(*bcat‐1(hh58)*/wild‐type) (violet), with respective Venn diagrams of significantly regulated transcripts, proteins, and metabolites (*p*‐value ≤0.05), 0.3 bin width. Percentages for each dataset are indicated. (c) *ivd‐1(tm6784)‐*significantly regulated transcripts compared to wild‐type (WT) and *hecd‐1(tm2371)* (light green), which are suppressed by *bcat‐1(hh58)* (dark green) (*p*‐value ≤0.05). Relative scatterplot in Figure S4c. (d) Wormcat gene enrichment analysis of downregulated (blue) and upregulated (red) transcripts identified in (c), reported as the proportion of regulated gene set (RGS) for each category, and relative –log_10_ (*p*‐value) (color scale). (e) Scatterplot of log_2_(*ivd‐1/*wild‐type) of proteins and their respective transcripts, with significantly upregulated proteins in red and downregulated in blue which are reversed by *bcat‐1(hh58)* (*p*‐value ≤0.05), as in Figure S4g. (f) GOrilla gene ontology enrichment analysis relative to identified regulated proteins in (e), reported as enrichment score and –log_10_ (*p*‐value) (color scale).

To identify the molecular mechanisms underlying the opposite roles of BCAT‐1 and IVD‐1 in UbV‐GFP substrate turnover, we focused on changes caused by *ivd‐1(tm6784)* that were suppressed by *bcat‐1(hh58)*. Despite a general correlation between the regulation mediated by *ivd‐1(tm6784)* and *bcat‐1(hh58)* (Figure S4a), numerous changes associated with the *ivd‐1(tm6784)* mutants were reversed in the *ivd‐1(tm6784); bcat‐1(hh58)* double mutants (Figure S4b). This trend suggests that the restored UPS activity in *ivd‐1(tm6784)*; *bcat‐1(hh58)* is mediated by an adaptive response rather than broad *bcat‐1(hh58)*‐dependent regulation. 

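Across the 3126 genes that differed from wild-type in both single mutants, the log2 fold change in *bcat-1(hh58)* rose with that in *ivd-1(tm6784)* with a slope of 1.17 (R2 = 0.81). Genes are not independent replicates, so the slope was also taken in each replicate number, which gave 1.39, 0.781, 1.44 and 1.05. Over all tested genes it was 1.02 (R2 = 0.62). Both axes use the same wild-type samples, which pulls the slope upwards. With different wild-type samples on each axis, in 6 ways of halving them, it was 0.88 on average over all tested genes, between 0.67 and 1.13.
*ivd-1(tm6784); bcat-1(hh58)* differed from *ivd-1(tm6784)* in 7112 genes (44.6%), 3416 of them higher and 3696 lower, and in 6894 with the replicate number as a block, at a correlation of 0.112 between same-numbered replicates. Higher genes made up 48.0%, against 59.1% of 7424 genes after quantile normalization. Of the genes that differed between *ivd-1(tm6784)* and wild-type, 1562 also differed in this comparison, and 1216 of them (77.9%) changed in the opposite direction. Across these 1562 genes the slope of *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)* on *ivd-1(tm6784)* against wild-type was −0.54 (R2 = 0.32), and −0.45, −0.49, −0.60 and −0.56 in the replicate numbers. The *ivd-1(tm6784)* samples enter both axes with opposite signs, so a negative slope is in part built in. With different *ivd-1(tm6784)* samples on each axis, it was −0.40 over all tested genes, between −0.49 and −0.31, against −0.50 with shared samples. In 48 of 100 shuffles of the strain labels within replicate numbers the slope lay as far below 0, whereas the slope between the single mutants was reached in 6 of 100. These shuffles keep the shared samples on both axes. With different samples on each axis, as large a slope came from 8 of 100 shuffles for the second and 2 of 100 for the first. The alternatives gave −0.63 to −0.37, the latter in a fit of only the strains compared. Under the block it was −0.52.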

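*ivd-1(tm6784)* differed from both wild-type and *hecd-1(tm2371)* in 2756 genes, in the same direction in 2694 of them, from wild-type only in 877 and from *hecd-1(tm2371)* only in 5205. Genes were kept as BCAA response genes if *ivd-1(tm6784); bcat-1(hh58)* also differed from *ivd-1(tm6784)*, in the direction opposite to *ivd-1(tm6784)* against wild-type. This left 939 genes (5.89% of those tested), 831 of them higher in *ivd-1(tm6784)* and 108 lower. For 346 of the 939 genes the mean of *ivd-1(tm6784); bcat-1(hh58)* lay beyond the wild-type level, and 243 still differed between *ivd-1(tm6784); bcat-1(hh58)* and wild-type. After median-of-ratios scaling 69.6% of 992 genes were higher in *ivd-1(tm6784)*, and after quantile normalization 35.8% of 1127 genes, against 88.5% with the deposited FPKM. Shared with the 939 were 756 and 490 genes, so the direction and the members of this group depend on the scaling. The count ranged from 241 at an adjusted p of 0.01 or less to 1495 with sample weights. With the germline score as a covariate 354 genes were found, 334 of them among the 939. Leaving out each replicate of wild-type, *ivd-1(tm6784)*, *ivd-1(tm6784); bcat-1(hh58)* or *hecd-1(tm2371)* gave 333 to 1053 genes, and leaving out a *bcat-1(hh58)* replicate 838 to 1345. With the replicate number as a block, at correlations of 0.122 for *ivd-1(tm6784)* with wild-type and 0.112 for *ivd-1(tm6784); bcat-1(hh58)* with *ivd-1(tm6784)*, 914 genes were found.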

To identify regulatory pathways that are causally linked and not a consequence of *ivd‐1(tm6784)* proteolytic defects, we selected only *ivd‐1(tm6784)* transcriptional changes compared to both wild‐type and *hecd‐1(tm2371)* (Figure 2c; Figure S4c). Gene set enrichment analysis of the identified transcripts revealed, on one hand, downregulation of genes involved in transcription processes, development, cell cycle, and on the other hand, upregulation of genes involved in stress response, signal transduction, muscles, neurons, and extracellular material (Figure 2d). 

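The Wormcat categories were not used here, and sets of genes drawn up by gene name were tested instead. The 31 cell-cycle genes had a mean log2 fold change of −0.22 in *ivd-1(tm6784)* against wild-type, or −0.33 relative to the median gene, and all 31 were lower (adjusted p = 0.125, limma's fry, permutation p = 0.0286). Of the 25 nuclear pore genes 24 were lower, with a mean of −0.12 (adjusted p = 0.125, limma's fry). Median-of-ratios scaling brought both sets past the threshold, with means of −0.33 (adjusted p = 0.0442, limma's fry) and −0.23 (adjusted p = 0.038). Over the alternatives that kept all samples the adjusted p by limma's fry was 0.0307 to 0.207 for the cell-cycle set and 0.0314 to 0.178 for the nuclear pore set, and with camera instead it was 4.52e-09 and 7.06e-08. Both sets rose in *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)*, by 0.32 (adjusted p = 0.0201, limma's fry) and 0.17 (adjusted p = 0.0256), which was lost in 2 and 3 of the 8 fits that left out a replicate of these strains. Of the BCAA response genes that were lower in *ivd-1(tm6784)*, *spd-5* and *npp-4* belonged to these sets.
The 17 neuronal genes were all higher in *ivd-1(tm6784)*, by a mean of 0.41 (adjusted p = 0.000677, limma's fry), and fell, at a mean of −0.23 in *ivd-1(tm6784); bcat-1(hh58)* (adjusted p = 0.0239). Over the alternatives that kept all samples the rise ran from 0.098 to 0.45 and the fall from −0.26 to −0.083. Both passed the threshold in each of these. Of the 18 muscle genes 17 were higher, by a mean of 0.24, without passing the threshold (adjusted p = 0.0875, limma's fry), and the set fell, at a mean of −0.51 in *ivd-1(tm6784); bcat-1(hh58)* (adjusted p = 0.000691). The 120 collagen genes rose by a mean of 1.92 in *ivd-1(tm6784)* (adjusted p = 0.00129, limma's fry), 73 of them higher and 6 lower, and fell, at −0.75 in *ivd-1(tm6784); bcat-1(hh58)* (adjusted p = 0.0443). The fall of the collagens was lost after quantile normalization (adjusted p = 0.0516, limma's fry, and 0.0356 to 0.0816 over the alternatives that kept all samples) and in 5 of the 8 fits that left out a *ivd-1(tm6784); bcat-1(hh58)* or *ivd-1(tm6784)* replicate. Molting genes other than collagens also rose in *ivd-1(tm6784)*, so a difference in larval or molting stage cannot be told apart from a change in extracellular matrix. Among the 831 BCAA response genes higher in *ivd-1(tm6784)*, 21 were collagens where 6.25 were expected (adjusted p = 2.55e-05, Fisher's exact test), and 6 were neuronal, *rab-3*, *ric-4*, *snt-1*, *unc-13*, *unc-17* and *unc-25* (adjusted p = 0.00138). Fisher's exact test takes genes as independent, which co-regulated genes are not. Fitted with a block for the replicate number, at correlations of 0.122 in *ivd-1(tm6784)* against wild-type and 0.112 in *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)*, the adjusted p by limma's fry were 0.161 and 0.0359 for cell cycle, 0.151 and 0.0359 for nuclear pore, 0.0999 and 0.00134 for muscle, and 0.00229 and 0.0359 for collagens and for neuronal genes.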

Proteostasis‐related pathways were also significantly enriched; in particular, the “proteolysis proteasome” category was downregulated in *ivd‐1(tm6784)*, reflecting well the UbV‐GFP substrate turnover (Figure 1f, 2d). In contrast, “proteolysis general” was upregulated (Figure 2d), including several classes of peptidases, such as metallopeptidases and carboxypeptidases (Figure S4d), suggesting a compensatory stress response to impaired BCAA catabolism. 

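The 21 genes of the 19S regulatory particle had a mean log2 fold change of −0.11 in *ivd-1(tm6784)* against wild-type, with an SD of 0.017 over the 4 same-numbered pairs (adjusted p = 0.0775, limma's fry, permutation p = 0.0286). Of these genes 20 were lower, and 3, *rpn-5*, *rpn-8* and *rpt-1*, passed the threshold singly. The 14 genes of the 20S core fell, at a mean of −0.11, with an SD of 0.019 (adjusted p = 0.0135, limma's fry), all 14 were lower and 6 passed, *pas-2*, *pas-4*, *pas-5*, *pas-7*, *pbs-1* and *pbs-6*. Relative to the median gene both sets lay at −0.22. Of the alternatives, median-of-ratios scaling moved the 19S mean most, to −0.21 (adjusted p = 0.0169, limma's fry), and the germline covariate brought it to −0.070 (adjusted p = 0.117). Over the alternatives that kept all samples the adjusted p by limma's fry was 0.00789 to 0.117 for 19S and 0.000602 to 0.0355 for 20S, and with camera instead it was 7.06e-08 and 3.51e-08. Leaving out a *ivd-1(tm6784)* or wild-type replicate gave adjusted p by limma's fry of 0.0597 to 0.218 for 19S and 0.0181 to 0.0559 for 20S, whose call was lost without *ivd-1(tm6784)* replicate 2. Under a block for the replicate number, at a correlation of 0.122, it was 0.0999 and 0.0138. Against *hecd-1(tm2371)* the 19S set was lower in *ivd-1(tm6784)* at a mean of −0.21 (adjusted p = 0.00088, limma's fry) and the 20S set at −0.17 (adjusted p = 0.000274). Part of that comes from *hecd-1(tm2371)*, whose 19S mean lay 0.10 above wild-type (adjusted p = 0.0959, limma's fry, and 0.125 with the block at a correlation of 0.174), with all 21 genes higher.
In *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)* the 19S set rose by a mean of 0.096, with an SD of 0.075 over the pairs (adjusted p = 0.0823, limma's fry, permutation p = 0.0286), and the 20S set by 0.053 (adjusted p = 0.17, permutation p = 0.0857). With the block, at a correlation of 0.112, these adjusted p by limma's fry were 0.0972 and 0.183. Leaving out a replicate of either strain gave means of 0.052 to 0.11 for 19S and 0.021 to 0.064 for 20S, without passing the threshold. After quantile normalization both sets passed, at 0.17 (adjusted p = 0.0112, limma's fry) and 0.16 (adjusted p = 0.00901). With camera instead the 19S set passed (adjusted p = 0.00792) and the 20S set did not (adjusted p = 0.103). Replicate 3 of *ivd-1(tm6784); bcat-1(hh58)* lay apart, with a 19S mean of 7.57 on the log2 scale against 7.39 to 7.42 in the other three, and a 20S mean of 8.35 against 8.23 in each of them.

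**Figure D1:**
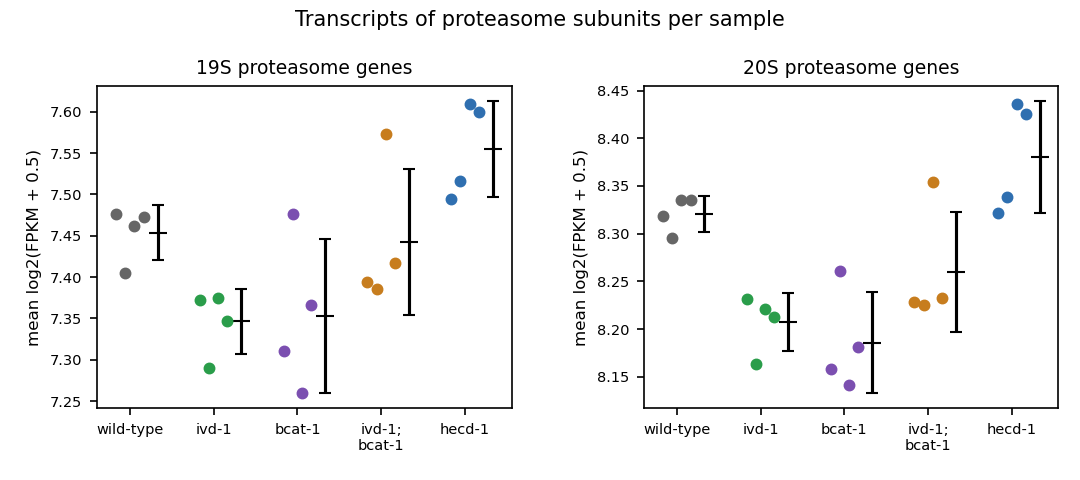
Mean log2(FPKM + 0.5) of the 19S (left) and 20S (right) proteasome genes in each sample of the 5 strains (dots), with the mean ± SD of 4 replicates beside them. *ivd-1(tm6784)* lies below wild-type in both sets and *bcat-1(hh58)* in the 20S set and, but for replicate 2, in the 19S set, *hecd-1(tm2371)* has the highest mean, and *ivd-1(tm6784); bcat-1(hh58)* has replicate 3 apart from the others.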

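The 62 metallopeptidase genes had a mean log2 fold change of 0.70 in *ivd-1(tm6784)* against wild-type, with an SD of 0.18 over the 4 pairs (adjusted p = 0.000677, limma's fry). Of these, 32 genes were higher past the threshold and 0 lower, led by *nas-27* (2.19), *nas-30* (2.10) and *nas-15* (2.00). The 15 carboxypeptidase genes rose by a mean of 0.49, with an SD of 0.15 (adjusted p = 0.00169, limma's fry), 7 of them past the threshold, with *suro-1* rising most (2.70). The sets fell in *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)*, at −0.39 (adjusted p = 0.0479, limma's fry) and −0.37 (adjusted p = 0.0206), which was lost in 4 and 2 of the 8 fits that left out a replicate of these strains. With the replicate number as a block the rise had adjusted p of 0.00229 and 0.00467 (limma's fry, correlation 0.122) and the fall 0.0672 and 0.036 (correlation 0.112), so the fall of the metallopeptidases was lost. In *bcat-1(hh58)* both sets were higher than wild-type as well, by 0.86 (adjusted p = 2.2e-05, limma's fry) and 0.47 (adjusted p = 0.000183). Among the 831 BCAA response genes higher in *ivd-1(tm6784)* were 12 metallopeptidases, where 3.23 were expected (adjusted p = 0.001, Fisher's exact test), and 3 carboxypeptidases (adjusted p = 0.224). Whether these peptidases follow the stage of the worms was not tested.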

Interestingly, six 19S proteasome subunits were downregulated in *ivd‐1(tm6784)* and restored in *bcat‐1(hh58)*, suggesting reprogramming of substrate‐specific recognition rather than general proteasome repression (Figure S4d). Indeed, the two 19S regulatory particles mediate the recognition and translocation of ubiquitylated proteins to the 20S core (Bard et al., 2018). 

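The genes *rpn-9*, *rpt-1*, *rpn-6.1*, *F56F11.4*, *rpn-1* and *rpt-3* were followed singly. In *ivd-1(tm6784)* against wild-type their log2 fold changes were −0.13, −0.16, −0.066, −0.21, −0.13 and −0.093, with standard errors of 0.053 to 0.0998 and adjusted p of 0.0972, 0.0473, 0.462, 0.132, 0.129 and 0.232 (limma with Benjamini-Hochberg adjustment). All 6 were lower, and *rpt-1* alone passed the threshold, at 213 ± 6.86 FPKM (mean ± SD, 4 replicates) against 238 ± 8.47 in wild-type. Its call was lost in 6 of the 8 fits that left out a *ivd-1(tm6784)* or wild-type replicate. Fitted with a block for the replicate number, at a correlation of 0.122, its adjusted p was 0.0656 (limma with Benjamini-Hochberg adjustment). Against *hecd-1(tm2371)* all 6 were lower in *ivd-1(tm6784)*, with adjusted p of 0.00414, 0.00239, 0.00335, 0.000669, 0.000782 and 0.00451 (limma with Benjamini-Hochberg adjustment).
The 6 genes rose in *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)*, by 0.15, 0.15, 0.15, 0.30, 0.17 and 0.14, with adjusted p of 0.0307, 0.0349, 0.0655, 0.0208, 0.0295 and 0.0486 (limma with Benjamini-Hochberg adjustment). With the block, at a correlation of 0.112, these were 0.0362, 0.0493, 0.0836, 0.0286, 0.0444 and 0.0605 (limma with Benjamini-Hochberg adjustment). *rpt-1* was the only one of them among the BCAA response genes, and sample weights added *rpn-9*, *F56F11.4* and *rpn-1*, a fit of only the strains compared *F56F11.4* and *rpn-1*, and quantile normalization *rpn-1*, while after median-of-ratios scaling, without a filter, with the block, with the germline covariate and at the stricter threshold there were 0. *rpt-1* lay at 217 ± 18.6 FPKM in *bcat-1(hh58)* and at 236.5 ± 12.9 in *ivd-1(tm6784); bcat-1(hh58)*. *rpn-1* in *ivd-1(tm6784)* replicate 2 and *rpt-3* in wild-type replicate 2 and *ivd-1(tm6784); bcat-1(hh58)* replicate 3 lay apart from the other three of their strain.
The paper proposes from the fall of these subunits in *ivd-1(tm6784)*, and their return in *ivd-1(tm6784); bcat-1(hh58)*, that recognition of substrates is reprogrammed and the proteasome is not repressed as a whole. Its discussion also cites earlier work in which loss of *ivd-1* left total ubiquitylated substrates and proteasome enzyme activity unaffected. Transcripts do not bear on that work. In the FPKM all 6 genes were lower in *ivd-1(tm6784)*. Of them *rpt-1* passed the threshold, but not with the block (adjusted p = 0.0656, limma with Benjamini-Hochberg adjustment). All 14 genes of the 20S core were lower along with them (adjusted p = 0.0135, limma's fry). In *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)* 5 of the 6 genes rose past the threshold. The 20S set rose by 0.053 (adjusted p = 0.17, limma's fry) and the 19S set by 0.096, neither passing it. After median-of-ratios scaling *rpn-9*, *rpt-1*, *rpn-1* and *rpt-3* no longer passed (adjusted p = 0.0675, 0.0764, 0.0642 and 0.0951, limma with Benjamini-Hochberg adjustment). After quantile normalization both sets passed, at 0.17 for 19S and 0.16 for 20S (adjusted p = 0.0112 and 0.00901, limma's fry). The contrast between these genes and the core therefore depends on the scaling.

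**Figure D2:**
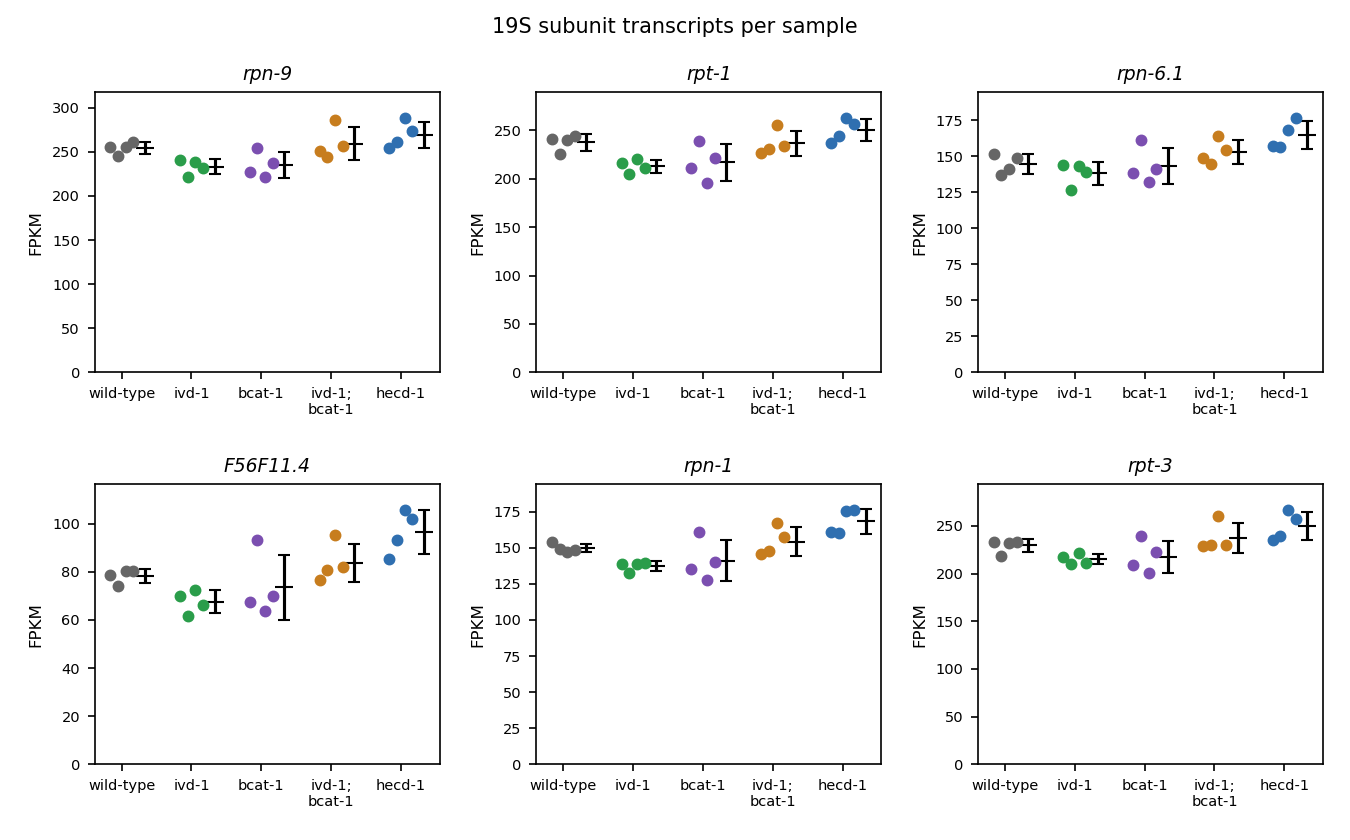
FPKM of 6 genes of the 19S regulatory particle in each sample of the 5 strains (dots), with the mean ± SD of 4 replicates beside them. For each gene the *ivd-1(tm6784)* mean lies slightly below wild-type, the *ivd-1(tm6784); bcat-1(hh58)* mean near it and the *hecd-1(tm2371)* mean highest. Single samples of these strains overlap for some genes.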

In particular, the RPN‐6.1 subunit is required for proteasomal function in proteostasis and longevity (Vilchez et al., 2012). This suggests a functional link between BCAA catabolism and proteasomal activity.

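A transcript that responds to *bcat-1(hh58)* whatever the background differs between *bcat-1(hh58)* and wild-type and between *ivd-1(tm6784); bcat-1(hh58)* and *ivd-1(tm6784)* in the same direction. Both differences passed the threshold in 2936 genes, and in 2048 of them (12.8% of those tested) the direction was the same, with 1347 higher and 701 lower. After median-of-ratios scaling 47.9% of 1807 genes were higher and after quantile normalization 42.7% of 1790 genes, against 65.8% with the deposited FPKM, so the larger side depends on the scaling. The germline covariate raised the count to 2985 genes. Under a block for the replicate number 1974 genes were found, at a correlation of 0.112 for *ivd-1(tm6784); bcat-1(hh58)* with *ivd-1(tm6784)*. Among the 701 lower genes were 53 of the 64 electron transport chain genes (adjusted p = 2.25e-60, Fisher's exact test), 42 of 69 mitochondrial ribosome genes (adjusted p = 1.53e-38) and 10 of 15 genes of BCAA catabolism (adjusted p = 5.77e-10). Among the 1347 higher genes were 17 of 38 early embryo marker genes (adjusted p = 7.38e-08, Fisher's exact test) and 14 of 65 lipid metabolism genes (adjusted p = 0.0124). These sets hold genes that change together, which Fisher's exact test does not allow for.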

We also considered the independent contribution of *bcat‐1(hh58)* by selecting transcript changes caused by the *bcat‐1(hh58)* mutation in either the wild‐type or *ivd‐1(tm6784)* background following the same type of regulation (Figure S4e). 

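Of the 939 BCAA response genes 54 (5.75%) were also among the 2048 genes that respond to *bcat-1(hh58)* in both backgrounds, where 120.5 would be expected if membership were independent. The alternatives gave between 34 genes, at an adjusted p of 0.01 or less by limma with Benjamini-Hochberg adjustment, and 87, with sample weights. The block gave 57, at correlations of 0.122 for *ivd-1(tm6784)* with wild-type and 0.112 for *ivd-1(tm6784); bcat-1(hh58)* with *ivd-1(tm6784)*. The overlap is limited by how the groups are defined. A BCAA response gene moves in *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)* opposite to *ivd-1(tm6784)* against wild-type, and a gene of the other group moves in *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)* as it does in *bcat-1(hh58)* against wild-type. A gene can be in both only if *ivd-1(tm6784)* and *bcat-1(hh58)* change it in opposite directions. Of the 939 genes 674 differed between *bcat-1(hh58)* and wild-type, 620 of them in the direction of *ivd-1(tm6784)* and 54 opposite to it, and 265 did not differ. *acdh-2* and *C09B8.4* (WBGene00015623) are of the opposite kind. *C09B8.4* lay at 18.2 ± 6.97 FPKM in wild-type, 201 ± 14.4 in *ivd-1(tm6784)*, 0.47 in *bcat-1(hh58)* and 4.76 in *ivd-1(tm6784); bcat-1(hh58)* (mean, ± SD for the first strains, 4 replicates).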

Few of the identified *ivd‐1(tm6784)*‐regulated transcripts were also found for the *bcat‐1(hh58)*‐specific response (Figure S4f), supporting the idea that the restored UPS activity in *ivd‐1(tm6784)*; *bcat‐1(hh58)* double mutants is not caused by the *bcat‐1(hh58)* mutation alone. Almost all regulated genes that were categorized as components of the UPS were downregulated in *ivd‐1(tm6784)* and specifically upregulated in *ivd‐1(tm6784); bcat‐1(hh58)* double mutants, whereas *bcat‐1(hh58)* mutants were more similar to wild‐type (Figure S4d). These results suggest that impaired BCAA catabolism downstream of the first transamination step triggers a stress response that transcriptionally downregulates UPS components and favors other proteolytic pathways.

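Beyond the proteasome itself, the 64 E3 ubiquitin ligase genes had a mean log2 fold change of 0.053 in *ivd-1(tm6784)* against wild-type (adjusted p = 0.514, limma's fry), which was reversed to −0.049 after median-of-ratios scaling and −0.085 after quantile normalization. The E3 genes passed the threshold as lower after quantile normalization (adjusted p = 0.0386, limma's fry). They also passed with camera instead (adjusted p = 6.81e-05), and did not after median-of-ratios scaling (adjusted p = 0.111, limma's fry). Of these genes 44 were lower, and *siah-1*, *hecw-1* and *skr-3* were higher past the threshold where *zyg-11*, *skr-2* and *rbx-1* were lower. The 23 E2 genes had a mean of 0.058 (adjusted p = 0.664, limma's fry), reversed to −0.039 and −0.10 by the same scalings, and the 21 ubiquitin peptidases a mean of −0.069 (adjusted p = 0.305). The ubiquitin peptidases were lower past the threshold after median-of-ratios scaling (−0.18, adjusted p = 0.0466, limma's fry) and quantile normalization (−0.16, adjusted p = 0.0355), and with camera instead (adjusted p = 0.000424). In *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)* the E3 genes rose by a mean of 0.26 (adjusted p = 0.00371, limma's fry), 32 higher and *hecw-1* and *nhl-1* lower, and the ubiquitin peptidases by 0.15 (adjusted p = 0.024), 9 higher and *ubh-4* lower. The E2 genes rose by 0.032 (adjusted p = 0.0201, limma's fry), though their exact permutation p was 0.343. After median-of-ratios scaling the rise of the ubiquitin peptidases and that of the E2 genes were lost (adjusted p = 0.0598 for each, limma's fry). With the replicate number as a block the adjusted p by limma's fry for E3, E2 and ubiquitin peptidases were 0.56, 0.669 and 0.328 in *ivd-1(tm6784)* against wild-type (correlation 0.122) and 0.0059, 0.0338 and 0.0359 in *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)* (correlation 0.112).
In *bcat-1(hh58)* against wild-type the 19S set had a mean of −0.10 with an SD of 0.12 over the pairs (adjusted p = 0.0644, limma's fry, permutation p = 0.143), and 8 of its genes were lower past the threshold. The 20S set had a mean of −0.14 (adjusted p = 0.00189, limma's fry), with 10 of the 14 genes lower. The 19S set passed after median-of-ratios scaling (−0.29, adjusted p = 0.00114, limma's fry) and quantile normalization (−0.15, adjusted p = 0.0302), with sample weights (−0.11, adjusted p = 0.0062) and with camera instead (adjusted p = 2.02e-05). The E3 genes were higher in *bcat-1(hh58)*, by a mean of 0.30 that did not pass the threshold (adjusted p = 0.257, limma's fry), with 16 genes higher and 6 lower. *ivd-1(tm6784); bcat-1(hh58)* did not differ from wild-type past the threshold, with 19S at −0.011 (adjusted p = 0.82, limma's fry) and 20S at −0.061 (adjusted p = 0.131). Yet for 20S 3 of its 4 samples, at 8.226 to 8.233 on the log2 scale, lay below every wild-type sample (8.295 to 8.335), and replicate 3 alone reached that level. For 19S *bcat-1(hh58)* replicate 2, at 7.476, lay at the top of the wild-type samples (7.405 to 7.476) and above its same-numbered pair.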

### 3.3 BCAA metabolism influences protein degradation and central metabolic pathways

The regulatory effect of *ivd‐1(tm6784)* on the proteome was much weaker than on the transcriptome, with only 3% significant changes compared with 43% (Figure 2b). Therefore, we hypothesize that impaired BCAA metabolism downstream of the transamination step induces a specialized proteolytic adaptation to regulate the level of specific protein classes. 

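The transcript side of this comparison depends on how the spread is estimated, on the threshold and on which genes are tested. Without a filter on low values the share was 15.8%. A fit of only *ivd-1(tm6784)* and wild-type gave 30.9% of the tested genes and sample weights gave 36.5%, against 12.0% at an adjusted p of 0.01 or less (limma with Benjamini-Hochberg adjustment). Without adjustment, 5801 genes had a p of 0.05 or less. All 4 same-numbered pairs changed in one direction for 3578 of the genes that passed. The protein values were not analysed here.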

To investigate what type of proteins might be differently degraded, we selected proteins that were upregulated or downregulated in *ivd‐1(tm6784)* and reversed by *bcat‐1(hh58)* and compared their levels with the corresponding transcripts (Figure 2e). We also included proteins regulated by *hecd‐1(tm2371)* to detect possible common proteasome substrates (Figure S4g). Although several of the identified proteins were also regulated at the transcript level, more extensive regulation at the protein level was evident (Figure 2e). Gene ontology (GO) enrichment analysis showed that upregulated proteins, possibly protected from degradation, included cuticle components, quinone binding partners, enzymes with CoA‐transferase activity, and cysteine synthases (Figure 2f). On the contrary, proteins involved in nutrient storage, lipid transport, and binding partners of chitin were downregulated and possibly degraded more efficiently. The high number of proteins specifically regulated by *bcat‐1(hh58)* suggests that the proteome is strongly affected by the loss of BCAA transamination (Figure S4h). However, few of the proteins regulated by *bcat‐1(hh58)* were also regulated by *ivd‐1(tm6784)* and repressed by *bcat‐1(hh58)* (Figure S4i), indicating that the adaptive response activated in the presence of impaired BCAA catabolism downstream of initial transamination is distinct from the general physiological effects caused by the *bcat‐1(hh58)* mutation.

Consistent with its crucial physiological role, BCAA metabolism affected several central metabolic pathways (Figure 3a). 

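The transcripts of the enzymes of these pathways were read alongside. The 18 glycolysis genes had a mean log2 fold change of 0.058 in *ivd-1(tm6784)* against wild-type, with *hxk-3* (0.17) and *pyk-2* (0.31) higher past the threshold (adjusted p = 0.411, limma's fry), and −0.048 after median-of-ratios scaling. The 22 TCA cycle genes had a mean of 0.063 (adjusted p = 0.0527, limma's fry), and −0.044 after median-of-ratios scaling, with 6 genes higher and *mdh-2* (−0.18) and *dld-1* (−0.080) lower. That scaling shifted all tested genes of this comparison by a median of −0.10, which is about the size of both reversals. Quantile normalization reversed neither mean, so the direction depends on the scaling chosen. Relative to the median gene the sets lay at −0.051 and −0.046. Fitted with a block for the replicate number, at a correlation of 0.122, both passed the threshold with adjusted p of 0.0267 and 0.0265 (limma's fry).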

In particular, *ivd‐1(tm6784)* exhibited low glycolysis and low TCA cycle. 

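In *ivd-1(tm6784); bcat-1(hh58)* against *ivd-1(tm6784)* the glycolysis genes fell, at a mean of −0.28 (adjusted p = 0.000122, limma's fry), 9 of them lower past the threshold, with *aldo-1* (−0.65) and *gpd-2* (−0.64) falling most, and 3 higher, among them *gpd-1* (0.42). Replicate 3 of *ivd-1(tm6784); bcat-1(hh58)* lay apart from the others here, at a mean of 6.52 on the log2 scale against 6.99 to 7.04. Leaving out a replicate of either strain gave glycolysis means of −0.33 to −0.16 (adjusted p = 0.000122 to 0.000773, limma's fry). The TCA cycle genes fell, at a mean of −0.16 (adjusted p = 1.04e-05, limma's fry), 19 of them lower and *ogdh-2* higher past the threshold. Under a block for the replicate number, at a correlation of 0.112, the adjusted p were 9.05e-08 and 5.6e-06 (limma's fry). Against wild-type the TCA cycle genes lay lower in *ivd-1(tm6784); bcat-1(hh58)* at −0.10 (adjusted p = 0.00061, limma's fry) and in *bcat-1(hh58)* at −0.091 (adjusted p = 0.000526), and the glycolysis genes in *bcat-1(hh58)* at −0.12 (adjusted p = 3.95e-05).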

While glycolysis was restored by *bcat‐1(hh58)*, the TCA cycle was further reduced in the *ivd‐1(tm6784); bcat‐1(hh58)* double mutants. Transcription of genes involved in mitochondrial metabolism was unchanged in *ivd‐1(tm6784)*, whereas it was greatly reduced in the *bcat‐1(hh58)* single and *ivd‐1(tm6784); bcat‐1(hh58)* double mutants, which was mainly reflected at the protein level (Figure S5a). 

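The 64 electron transport chain genes had a mean log2 fold change of −0.017 in *ivd-1(tm6784)* against wild-type, with 2 genes lower past the threshold (adjusted p = 0.575, limma's fry). The 69 mitochondrial ribosome genes had a mean of −0.0075 (adjusted p = 0.754, limma's fry). Relative to the median gene the first set lay at −0.13, and after median-of-ratios scaling both were lower, at −0.12 (adjusted p = 0.000969, limma's fry) and −0.11 (adjusted p = 0.00448), so whether they are unchanged in *ivd-1(tm6784)* depends on the scaling. Over the alternatives that kept all samples the adjusted p by limma's fry was 0.000969 to 0.647 for the first set and 0.00448 to 0.846 for the second, and with camera instead it was 0.00013 and 0.00409. With the replicate number as a block, at a correlation of 0.122, the adjusted p were 0.647 and 0.765 (limma's fry). In *bcat-1(hh58)* the sets fell, at −0.21 (adjusted p = 2.95e-05, limma's fry), 57 genes past the threshold, and −0.19 (adjusted p = 9.58e-07), 50 genes. In *ivd-1(tm6784); bcat-1(hh58)* against wild-type they fell, at −0.31 (adjusted p = 1.52e-06, limma's fry), with all 64 genes past the threshold, and −0.20 (adjusted p = 6.48e-07), 49 genes. The electron transport chain genes were also lower in *hecd-1(tm2371)*, at −0.21 (adjusted p = 0.000251, limma's fry, and 0.000671 with the block at a correlation of 0.174), so this fall is not confined to strains with *bcat-1(hh58)*.

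**Figure D3:**
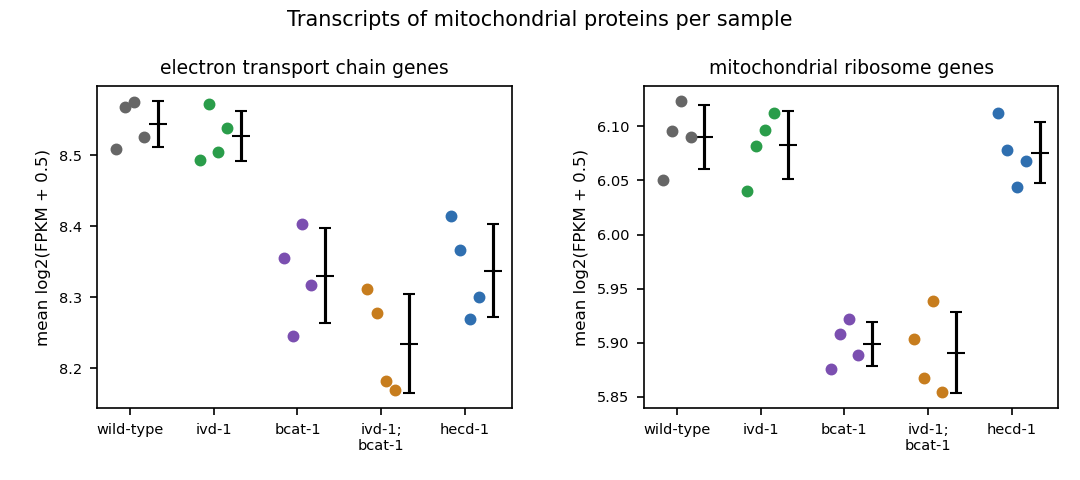
Mean log2(FPKM + 0.5) of the electron transport chain genes (left) and the mitochondrial ribosome genes (right) in each sample of the 5 strains (dots), with the mean ± SD of 4 replicates beside them. *bcat-1(hh58)* and *ivd-1(tm6784); bcat-1(hh58)* lie below wild-type and *ivd-1(tm6784)* in both sets with the deposited FPKM, and *hecd-1(tm2371)* lies low in the first set only.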

Genes involved in other metabolic pathways such as lipid, nucleotide, and amino acid metabolism were both up‐ and downregulated by *ivd‐1(tm6784)* and *bcat‐1(hh58)*, reflecting a more complex metabolic reprogramming. 

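Among the 65 lipid metabolism genes 17 were higher and 7 lower in *ivd-1(tm6784)*, from *cpt-4* (log2 fold change 2.48) and *lbp-8* (1.91) to *fat-5* (−1.67), with a mean of 0.22 (adjusted p = 0.0135, limma's fry). In *bcat-1(hh58)* 29 were higher and 7 lower, from *lipl-1* (4.21) to *fat-7* (−1.95), with a mean of 0.43 (adjusted p = 1.35e-06, limma's fry). Among the 17 nucleotide metabolism genes 4 were higher and 1 lower in *ivd-1(tm6784)*, *upp-1* (0.64) rising most and *ctps-1* (−0.20) falling. Their mean was 0.091 (adjusted p = 0.000677, limma's fry), and −0.016 after median-of-ratios scaling (adjusted p = 0.921). The call was also lost after quantile normalization, at 0.032 (adjusted p = 0.0953, limma's fry), and with camera instead (adjusted p = 0.96). In *bcat-1(hh58)* *atic-1* (0.92) rose and *ctps-1* (−0.38) fell, and the mean of 0.063 was not borne out by the exact permutation test (p = 0.829) and was reversed to −0.12 after median-of-ratios scaling. The mean ran from −0.0099 to 0.25 when a replicate of *bcat-1(hh58)* or wild-type was left out. By limma's fry the adjusted p was 3.19e-08 to 1.25e-07 in those fits. Over the alternatives that kept all samples it was 3.78e-10 to 0.19 by limma's fry, and 0.347 with camera instead. The tests thus disagree on this set. The *bcat-1(hh58)* samples lay between 5.89 and 6.67 on the log2 scale, against 6.39 to 6.40 in wild-type. *ndk-1*, a member of this set, was listed at 0 in a sample. Among the 30 amino acid metabolism genes 8 were higher and 1 lower in *ivd-1(tm6784)*, *asns-1* (1.73) and *cth-1* (−0.55), with a mean of 0.22 (adjusted p = 0.0269, limma's fry), and 13 higher and 4 lower in *bcat-1(hh58)*, from *asns-2* (3.77) to *sams-3* (−0.44), with a mean of 0.39 (adjusted p = 0.000388, limma's fry). After median-of-ratios scaling the lipid and amino acid sets in *ivd-1(tm6784)* no longer passed the threshold, with adjusted p of 0.612 and 0.563 (limma's fry), nor did they with camera instead, with 0.96 and 0.632. The calls were also lost in 2 and 4 of the 8 fits that left out a *ivd-1(tm6784)* or wild-type replicate. In *bcat-1(hh58)* the amino acid set lost its call under median-of-ratios scaling, with a mean of 0.20 (adjusted p = 0.265, limma's fry), and under camera (0.459), and the lipid set under camera only (0.131). Fitted with a block for the replicate number, at a correlation of 0.122, the adjusted p in *ivd-1(tm6784)* were 0.0138, 0.00229 and 0.0138 for the lipid, nucleotide and amino acid sets (limma's fry).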

At the metabolite level, the *bcat‐1(hh58)* mutation upregulated numerous metabolites, whereas the *ivd‐1(tm6784)* metabolic profile was more similar to that of the wild‐type control (Figure 3b). We conclude that defective transamination of BCAAs triggers profound metabolic reprogramming, whereas downstream catabolic defects have milder effects. Accordingly, 46 metabolites were specifically regulated by *bcat‐1(hh58)* (Figure S5b,c), whereas only 9 metabolites were regulated by *ivd‐1(tm6784)* and reversed by *bcat‐1(hh58)* (Figure 3c,d). Among these metabolites, acetyl‐carnitine was the only metabolite that was significantly different in *ivd‐1(tm6784); bcat‐1(hh58)* double mutants compared with *bcat‐1(hh58)* single mutants (Figure 3d) and emerged as a key metabolite for the genetic interaction between *ivd‐1* and *bcat‐1*, in contrast to the extensive metabolic reprogramming of *bcat‐1(hh58)*. Interestingly, carnitine is clinically supplemented to excrete toxic intermediate metabolites that are produced in some BCAA metabolic disorders such as MSUD, IVA, MBDD, or IBDD (Knerr et al., 2012; Villani et al., 2017). It is possible that the loss of function of *bcat‐1* triggers an adaptive metabolic regulation to reduce the amounts of intermediate metabolites produced by impairments of downstream BCAA enzymes.

**FIGURE 3:**
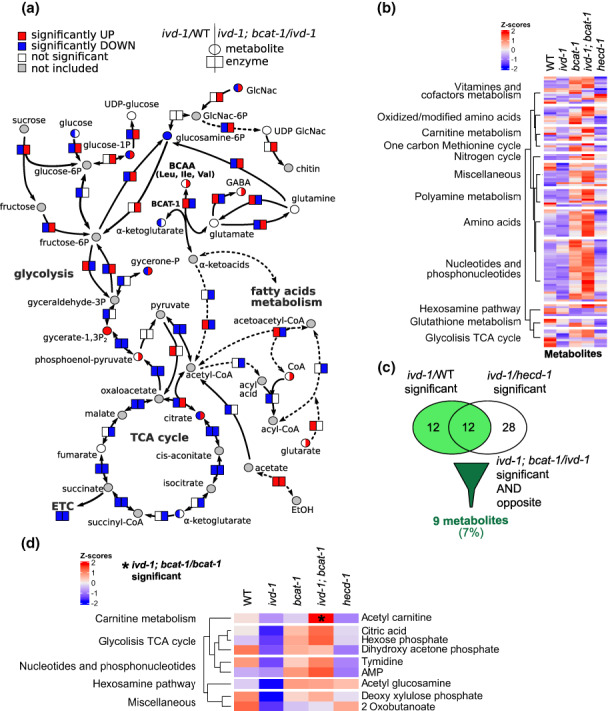
BCAA metabolism influences protein degradation and central metabolic pathways. (a) Metabolic map generated and modified from Pathview with log_2_(*ivd‐1(tm6784)/*wild‐type) (left) and log_2_(*ivd‐1(tm6784)*; *bcat‐1(hh58)/ivd‐1(tm6784))* (right) of metabolites (circles) and enzyme transcripts (rectangles). Colors indicate significant increase (red, *p*‐value ≤0.05), decrease (blue, *p*‐value ≤0.05), not significant change (white, *p*‐value >0.05), or not present in the dataset (gray). (b) Heatmap with Z‐scores of all detected metabolites split into categories. The reported mutant alleles are *ivd‐1(tm6784), bcat‐1(hh58)*, and *hecd‐1(tm2371)*. (c) Venn diagram of *ivd‐1(tm6784)‐*significantly regulated metabolites compared to wild‐type (WT) in light green and *hecd‐1(tm2371)*, which are suppressed by *bcat‐1(hh58)* (dark green) (*p*‐value ≤0.05). (d) Heatmap with Z‐scores of regulated metabolites identified in (c). * highlights significant difference in *ivd‐1(tm6784); bcat‐1(hh58)* compared with *bcat‐1(hh58)* (*p*‐value ≤0.05).

### 3.4 Increased BCAA intermediates inhibit ubiquitin‐dependent protein degradation

Because acetyl‐carnitine was increased in *ivd‐1(tm6784); bcat‐1(hh58)* (Figure 3d) and has been reported as a marker of adequate carnitine supplementation in the clinical treatment of isovaleric acidemia (Itoh et al., 1996), we wondered whether increased isovaleric acid underline lower UPS functionality in *ivd‐1(tm6784)* mutants. Like all BCAA‐derived organic acids, isovaleric acid is difficult to detect by LC–MS because it is highly reactive and has a low *m*/*z* ratio. Therefore, we chose to add isovaleric acid directly to the worm medium. Indeed, the addition of isovaleric acid to the growth medium was sufficient to inhibit the degradation of UbV‐GFP in wild‐type worms. Moreover, isovaleric acid also induced UbV‐GFP accumulation in *ivd‐1(tm6784); bcat‐1(hh58)* mutants, suggesting that the *bcat‐1(hh58)* mutation can suppress *ivd‐1(tm6784)‐*induced UbV‐GFP accumulation by lowering isovaleric acid levels (Figure 4a). The UbV‐GFP level remained unchanged in *bcat‐1(hh58)* mutants supplemented with isovaleric acid, possibly due to higher detoxification by carnitine (Figure 3d). Because IVD‐1 is functional in *bcat‐1(hh58)* mutants, the concentration of isovaleric acid could also be reduced by its binding to CoA and further oxidation to produce acetyl‐CoA, thereby bypassing the initial defective transamination step. Moreover, isovaleric acid supplementation exacerbated the aggregation of the metastable polyglutamine (polyQ) expansion protein Q40::YFP in the intestine of day six adult worms (Figure 4b,c), suggesting that the reduction in proteasomal activity negatively affects the degradation of protein aggregates during aging. Considering that depletion not only of *ivd‐1* but also of other BCAA metabolic enzymes affected the UPS (Figure 1b,h), we investigated whether other intermediate metabolites affect UbV‐GFP substrate turnover (Figure 4d). Strikingly, the addition of three other BCAA‐derived carboxylic acids, α‐ketoisocaproic acid, isobutyric acid, and α‐methylbutyric acid, triggered the accumulation of UbV‐GFP similarly to isovaleric acid (Figure 4e,f). In contrast, acetic acid, even at higher doses, had no effect, confirming that the UPS is specifically regulated by BCAA intermediates and not by general acidification. We hypothesize that disruption of BCAA metabolism causes accumulation of intermediates, which in turn affects proteasome substrate degradation, possibly as part of an adaptive stress response that can be abrogated by inhibition of the initial BCAA transamination (Figure 4g).

**FIGURE 4:**
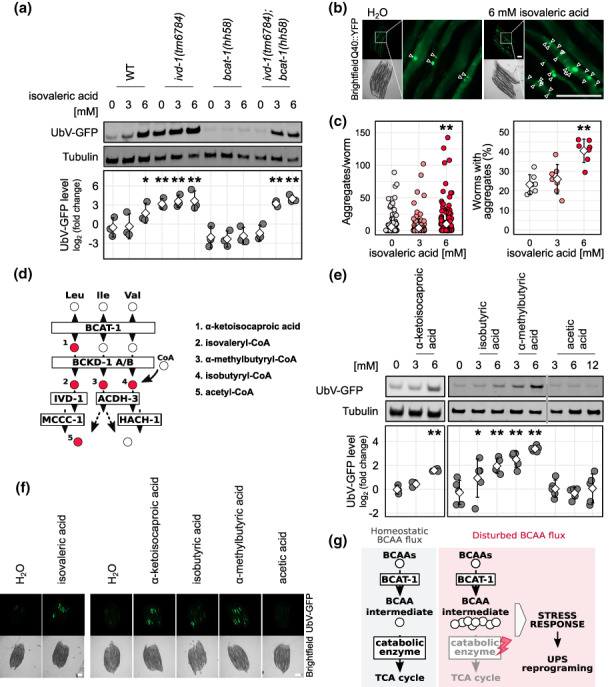
Increased BCAA intermediates inhibit ubiquitin‐dependent protein degradation. (a, e) Western blot analysis of adult worm lysates immunoblotted for GFP (UbV‐GFP) and tubulin as a loading control. Below the blot, quantification of all experimental replicates displayed as the log_2_ of the UbV‐GFP intensity normalized on tubulin and relative to the wild‐type (WT) control. Means as white squares and standard deviations as error bars. A statistically significant difference in relation to control was calculated with pairwise *t*‐tests and indicated with * for *p*‐value ≤0.05, ** for *p*‐value ≤0.01. (a) Wild‐type (WT) and mutant worms were treated with indicated concentrations of isovaleric acid, and H_2_O as control. Three experimental replicates. (b) Fluorescent and brightfield micrographs of immobilized worms expressing Q40::YFP in intestine treated with isovaleric acid, arrowheads indicate protein aggregates. Scale bars: 200 μm. (c) Quantification of protein aggregation in worms expressing Q40::YFP as in (b), with indicated isovaleric acid concentration. The number of aggregates for each worm (top) and the percentage of worms showing at least one aggregate (bottom) are reported. Means as white squares and standard deviations as error bars. Seven experimental replicates with 11 to 30 worms each. Statistically significant difference compared with WT was calculated with Wilcoxon rank sum test with Bonferroni *p*‐value correction, **p‐value ≤0.01. (d) BCAA metabolism schematic view, numbered intermediates (filled with red) are indicated on the right. (e) Growth medium was supplemented with indicated concentrations of carboxylic acids deriving from the metabolites highlighted in (d). Three and five experimental replicates for α‐ketoisocaproic acid and the other metabolites, respectively. (f) Fluorescent and brightfield micrographs of immobilized worms treated with 6 mM of the indicated carboxylic acids as in (a) and (e), scale bar: 200 μm. (g) Impaired BCAA catabolism downstream of the initial transamination step leads to elevated BCAA intermediates (red box), which might trigger an adaptive stress response that includes transcriptional downregulation of UPS components. Consequently, certain classes of proteins might be protected from proteasomal degradation, contributing to a general metabolic reprogramming that influences multiple molecular networks including central metabolism, cell cycle regulation, gene expression, and proteostasis.

## 4 DISCUSSION

BCAA metabolism has been linked to numerous physiological processes, including energy regulation, lipid storage, protein synthesis, and proteolysis (Biswas et al., 2019; Neinast et al., 2019; White et al., 2021). The physiological role of BCAAs and related metabolites has attracted particular interest in the scientific community, especially in light of controversial findings suggesting that both increased and decreased BCAA levels are associated with longevity (D'Antona et al., 2010; Juricic et al., 2020; Mansfeld et al., 2015; Richardson et al., 2021; Solon‐Biet et al., 2019; Trautman et al., 2022; Valerio et al., 2011; White & Newgard, 2019). Here, we demonstrate the important role of BCAA metabolism in the functional reprogramming of proteasomal degradation (Figure 4g). Specifically, we found that alterations in the initial BCAA transamination reaction and downstream catabolic reactions affect the UPS in opposite ways (Figure 1a,b,h). Our data suggest that elevated concentrations of BCAA intermediates are sufficient to affect ubiquitin‐dependent proteolysis (Figure 4a,e,f). Moreover, high concentrations of isovaleric acid promote the aggregation of metastable proteins (Figure 4b,c), which normally begin to aggregate in early adulthood in *C. elegans* (Labbadia & Morimoto, 2015). Because protein aggregation is associated with neurodegenerative diseases and is known to increase with age (Labbadia & Morimoto, 2015; Walther et al., 2015), we speculate that increased BCAA intermediates such as isovaleric acid may accelerate aging. Conversely, silencing of the BCAA pathway by loss‐of‐function of *bcat‐1(hh58)* promotes proteasomal function and potentially reduces the amount of BCAA intermediates (Figure 1e–h, 3d, 4a). The identified role of BCAA intermediates in UPS regulation suggests that dysregulation of the UPS contributes to the pathological course of BCAA metabolic disorders. Considering that the UPS functionality declines with age (Lopez‐Otin et al., 2013; Pohl & Dikic, 2019; Saez & Vilchez, 2014), the reported UPS regulation may contribute to the physiological role of BCAAs in aging.

Since *ivd‐1(tm6784)* mutants have a similar concentration of BCAAs as wild‐type worms (Figure S5d), we hypothesize that a bioactive role of BCAA intermediates influencing proteostasis might partially explain the controversial findings about the different levels of BCAAs in longevity. In contrast to BCAAs, little is known about the biological significance of BCAA derivatives besides energy production. However, clinical data from patients with BCAA hereditary disorders indicate the importance of maintaining physiological levels of BCAA derivatives (Villani et al., 2017). Altered concentrations of BCAA intermediates might not only derive from genetic mutations classified as hereditary BCAA disorders but also natural single nucleotide polymorphisms, highlighting the need for personalized nutrition interventions that consider the genetic background of each individual (Trautman et al., 2022). Although the concentrations we used to supplement these metabolites most likely resemble pathological conditions caused by genetic diseases, it is intriguing to speculate that also minor changes in the levels of these metabolites might influence aging in healthy individuals. Once bound to CoA, the BCAA derivative metabolites are trapped inside mitochondria (Neinast et al., 2019), raising the question of how these metabolites might influence molecular processes taking place in the cytosol such as the UPS. Intriguingly, a recent study identified 3‐hydroxyisobutyrate, a catabolic intermediate of valine that lost CoA, as a paracrine regulator of vascular fatty acid transport that favors insulin resistance in mice (Jang et al., 2016). Not only this finding supports a possible bioactive role of BCAA intermediates but also opens the possibility that CoA could be removed from other BCAA intermediates, leaving them free to exit mitochondria and act as paracrine molecules.

Mechanistically, BCAA intermediates could act as signaling molecules that affect transcription of UPS components, possibly reshaping proteasomal composition and reducing ubiquitin‐dependent degradation in favor of other proteolytic pathways (Figure 2d). 

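The proteasome genes that passed the threshold as lower in *ivd-1(tm6784)* than in wild-type were 3 of the 21 of the regulatory particle and 6 of the 14 of the core (limma with Benjamini-Hochberg adjustment). After median-of-ratios scaling the counts were 15 and 14, and with sample weights 14 and 11. A fit of only *ivd-1(tm6784)* and wild-type gave 12 and 10, quantile normalization 7 and 6, and the replicate block, at a correlation of 0.122, 2 and 7. Pseudocounts of 0.1 and 1 gave 3 and 7 and 3 and 6, no filter 2 and 5, a mean FPKM of at least 1 3 and 8, the germline covariate 2 and 5, the stricter threshold 0 and 1, and leaving out the genes listed at 0 in some samples 3 and 6. As a share of its genes the core was ahead in all of these, and by count the regulatory particle was ahead in 4, those with median-of-ratios scaling, sample weights, quantile normalization and only the strains compared. The BCAA response genes lower in *ivd-1(tm6784)* held 1 gene of each, *rpt-1* and *pbs-1*. There quantile normalization gave 6 of the regulatory particle and 5 of the core, sample weights 4 and 1, and a fit of only the strains compared 3 and 1, while no filter, median-of-ratios scaling, the block and the germline covariate gave 0 and 1. The stricter threshold gave 0 of each, and the other alternatives 1 of each.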

Most *ivd‐1(tm6784)‐*downregulated proteasomal subunits belong to the regulatory 19S subunits rather than the 20S core particle (Figure S4d), suggesting alternative proteasome substrate specificity rather than general UPS downregulation. Of the regulated proteasome subunits, RPN‐6.1 has been reported to play a critical role in proteasome proteolytic activity and longevity (Vilchez et al., 2012). Moreover, overexpression of *rpn‐6.1* was able to suppress the proteolytic defects of worms with impaired IVD‐1 (Segref et al., 2014). These results support the possibility that alterations in BCAA metabolism may influence the rate of aging by exploiting the proteasome function. Thus, BCAA intermediates could reduce the degradation of specific protein classes, including CoA‐transferases, and promote the turnover of proteins involved in nutrient storage and lipid transport (Figure 2e,f). We have previously shown that depletion of *ivd‐1* does not affect the total content of ubiquitylated substrates or the enzymatic activity of the proteasome (Segref et al., 2014). In this context, it is interesting to note that BCAA metabolites can trigger protein acylation (Anderson et al., 2017; Wagner et al., 2017), which could target transcription factors and even UPS components such as E3 ubiquitin ligases or proteasomal subunits. Moreover, inhibition of proteasomal activity by BCAA intermediates might be related to the essential role of the 26S proteasome in amino acid recycling (Suraweera et al., 2012). Considering that an *ivd‐1* loss‐of‐function mutation does not affect lifespan and another metabolic mutation affecting the UPS increases longevity (Segref et al., 2014), the observed UPS regulation may result from positive feedback to mild mitochondrial stress, also called mitohormesis (Ristow & Schmeisser, 2014). *bcat‐1(hh58)*, which displays higher proteolysis and increased concentration of BCAAs (Figure 1e,f,h; Figure S5d), is characterized by strong reproductive and developmental defects (Figure S2c–e), supporting the idea that elevated BCAAs are detrimental for health (Conway, 2020; Neinast et al., 2019; Peng et al., 2020; Trautman et al., 2022; White & Newgard, 2019). Nevertheless, the contribution of BCAA intermediates in the regulation of the UPS described here opens future directions of study to unravel the complex regulatory network involving BCAA metabolism.

Alterations in BCAA metabolism are commonly associated with pathological conditions, including not only congenital BCAA metabolic disorders, but also diabetes, cancer, and neurodegeneration, including Alzheimer's disease (Conway, 2020; Neinast et al., 2019; Peng et al., 2020; White & Newgard, 2019). Previous studies in *C. elegans* showed a conserved relationship between *bcat‐1* and aging (Mansfeld et al., 2015). Moreover, defective BCAA transamination in neurons has been shown to exacerbate neurodegeneration and motility defects in a *C. elegans* model of Parkinson's disease (Mor et al., 2020). Although essential functions are retained, the loss‐of‐function *bcat‐1(hh58)* allele appears to lose more protein functions compared with RNAi treatment (Figure 1c–h). Accordingly, the proteomics data showed a very low amount of BCAT‐1 in the mutant worms, comparable to the amounts of the corresponding protein in the *ivd‐1(tm6784)* and *hecd‐1(tm2371)* deletion alleles, respectively (Figure S5e). We hypothesize that the new hypomorphic allele *bcat‐1(hh58)* may help to further elucidate the physiological role of BCAA metabolism in aging and neurodegeneration in a multicellular organism. In this context, it will be important to perform subcellular and tissue‐specific studies to clarify the localization of BCAT‐1 and other BCAA enzymes in nematodes. In mammals, BCAT exists in two specialized forms: the cytosolic BCAT1, which is mainly expressed in neurons, and the ubiquitous mitochondrial BCAT2 (Neinast et al., 2019). It would be interesting to confirm the existence of a second BCAT isoform of *C. elegans* previously predicted by sequence, namely Y44A6D.5, and to evaluate the possible evolutionary link with higher organisms. However, the embryonic lethality resulting from knock‐out of *bcat‐1* (Figure S1d) suggests that Y44A6D.5, if biologically relevant, would not compensate for the loss of BCAT‐1. 

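*Y44A6D.5* (WBGene00012855, chromosome V) was transcribed at a low level, with 3.82 ± 1.27 FPKM in wild-type, 6.53 ± 1.89 in *ivd-1(tm6784)*, between 2.12 and 6.37 in *bcat-1(hh58)*, 1.73 ± 0.823 in *ivd-1(tm6784); bcat-1(hh58)* and 4.17 ± 1.83 in *hecd-1(tm2371)* (mean ± SD over 4 replicates, or the range). It overlaps a coding gene on the other strand, and the libraries are stranded. Against wild-type its log2 fold change was 0.71 in *ivd-1(tm6784)* (standard error 0.35, adjusted p = 0.147, limma with Benjamini-Hochberg adjustment, exact permutation p = 0.0571, and adjusted p = 0.12 with the block at a correlation of 0.122) and 0.17 in *bcat-1(hh58)* (adjusted p = 0.727, permutation p = 0.629). The sign in *bcat-1(hh58)* was reversed by quantile normalization (−0.39), by median-of-ratios scaling (−0.0019) and by the germline covariate (−0.29), so no direction can be given there. *ivd-1(tm6784); bcat-1(hh58)* lay below *ivd-1(tm6784)*, at −1.70 (adjusted p = 0.00146, limma with Benjamini-Hochberg adjustment, exact permutation p = 0.0286, and adjusted p = 0.00142 with the block at a correlation of 0.112) and below wild-type at −0.98 (adjusted p = 0.0327, exact permutation p = 0.0857). Transcripts of this gene show that it is read out, and not that its protein has the activity.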

Considering that proteostasis decline often correlates with the progression of pathology and aging (Hipp et al., 2019; Hoppe & Cohen, 2020; Labbadia & Morimoto, 2015), the impact of BCAA intermediates on UPS activity and proteostasis forms the basis for developing therapies to treat pathological conditions associated with impaired BCAA metabolism, identifying the proteasome and BCAT as two possible therapeutic targets in combination with BCAA dietary interventions to promote healthy aging.

## AUTHOR CONTRIBUTIONS

Sonia Ravanelli designed, performed, and analyzed the experiments. Andrea Annibal carried out the metabolomics and, together with Sonia Ravanelli and Adam Antebi, interpreted the data. Qiaochu Li conducted protein aggregation studies. Thorsten Hoppe supervised the experimental design and the data interpretation. Aleksandra Trifunovic contributed to data analysis and provided resources. Sonia Ravanelli and Thorsten Hoppe wrote the manuscript. All authors discussed the results and commented on the manuscript.

## CONFLICT OF INTEREST

The authors declare no competing interests.

## Supporting information

Figure S1
Figure S2
Figure S3
Figure S4
Figure S5
Figure S6
Click here for additional data file.

Table S5
Click here for additional data file.

Appendix S1
Click here for additional data file.

## Data Availability

RNA‐seq data have been deposited in NCBI's Gene Expression Omnibus with dataset identifier GSE185451. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE repository with the dataset identifier PXD028286. The metabolomics data are reported in Table S5. Further information and requests for resources and reagents should be directed to and will be fullfilled by the lead contact, Thorsten Hoppe ().

# Supplementary material for: Reprograming of proteasomal degradation by branched chain amino acid metabolism
**Source:** Aging Cell. 2022 Sep 27;21(12):e13725. doi: 10.1111/acel.13725
**Supplement:** Supplementary file 1 — Figure S1 Figure S2 Figure S3 Figure S4 Figure S5 Figure S6

Figure S1

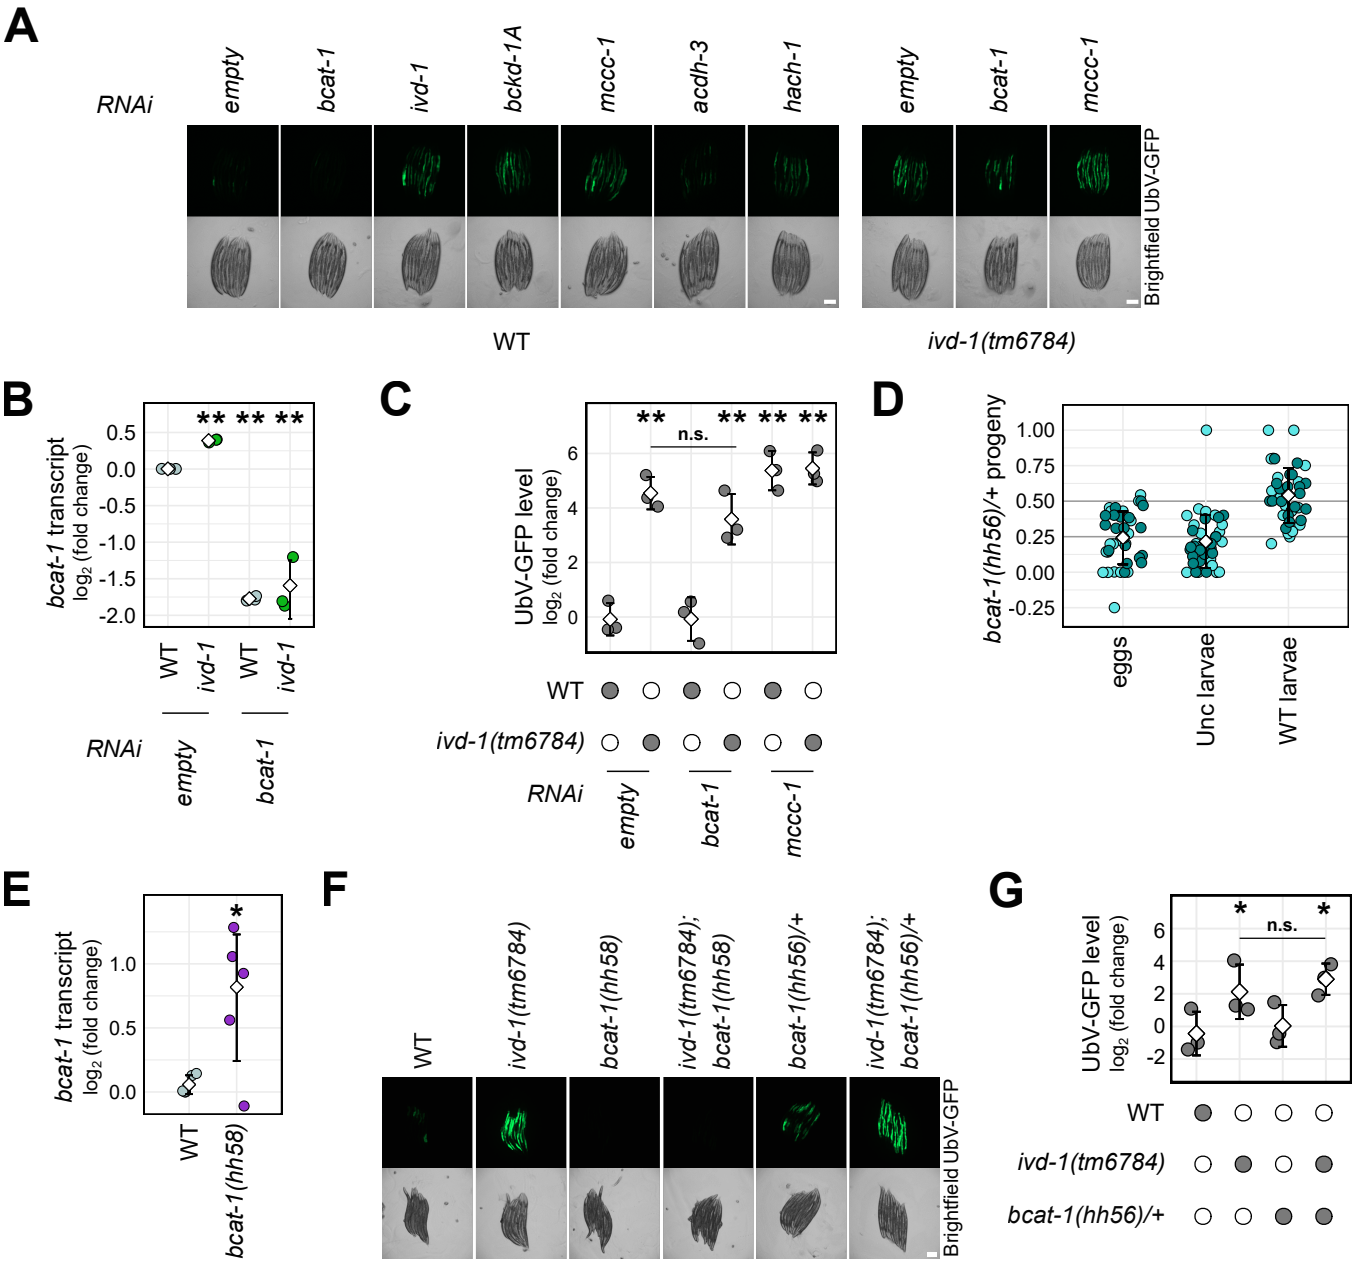

Figure S2

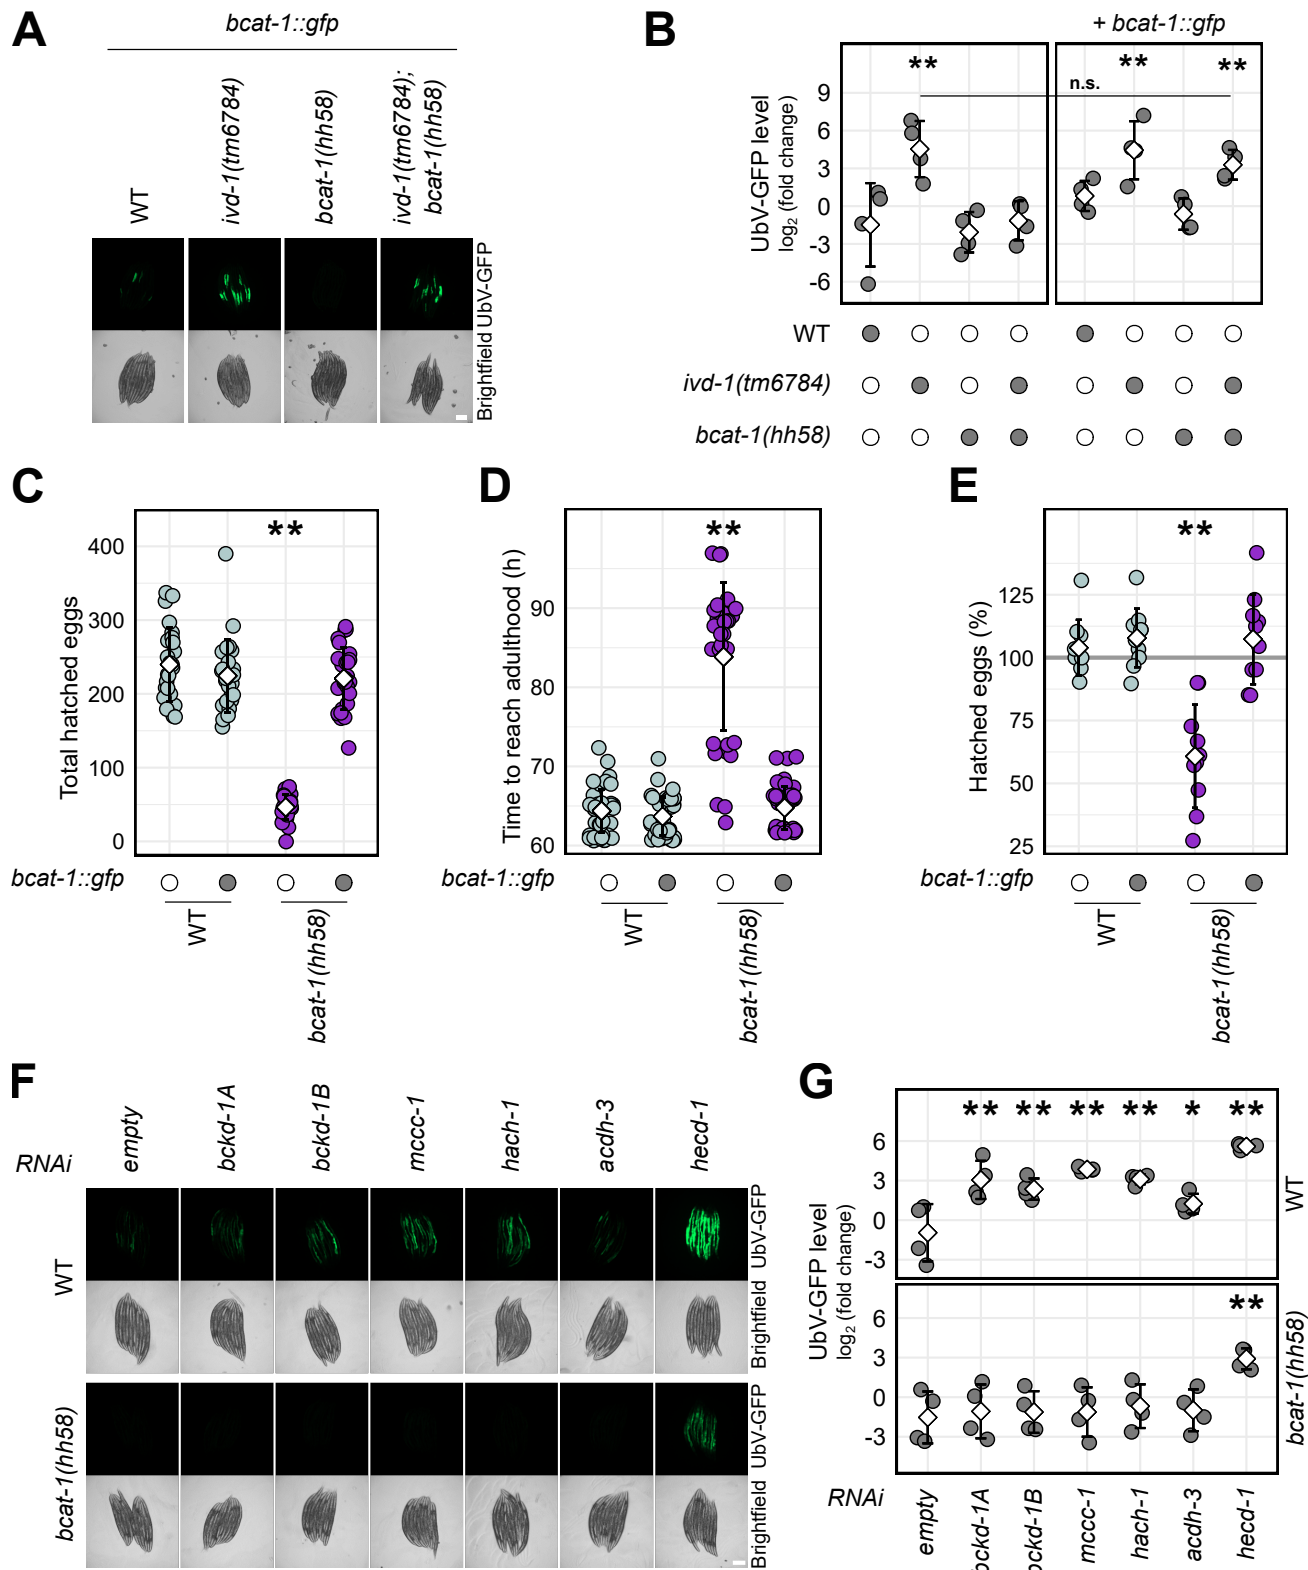

Figure S3

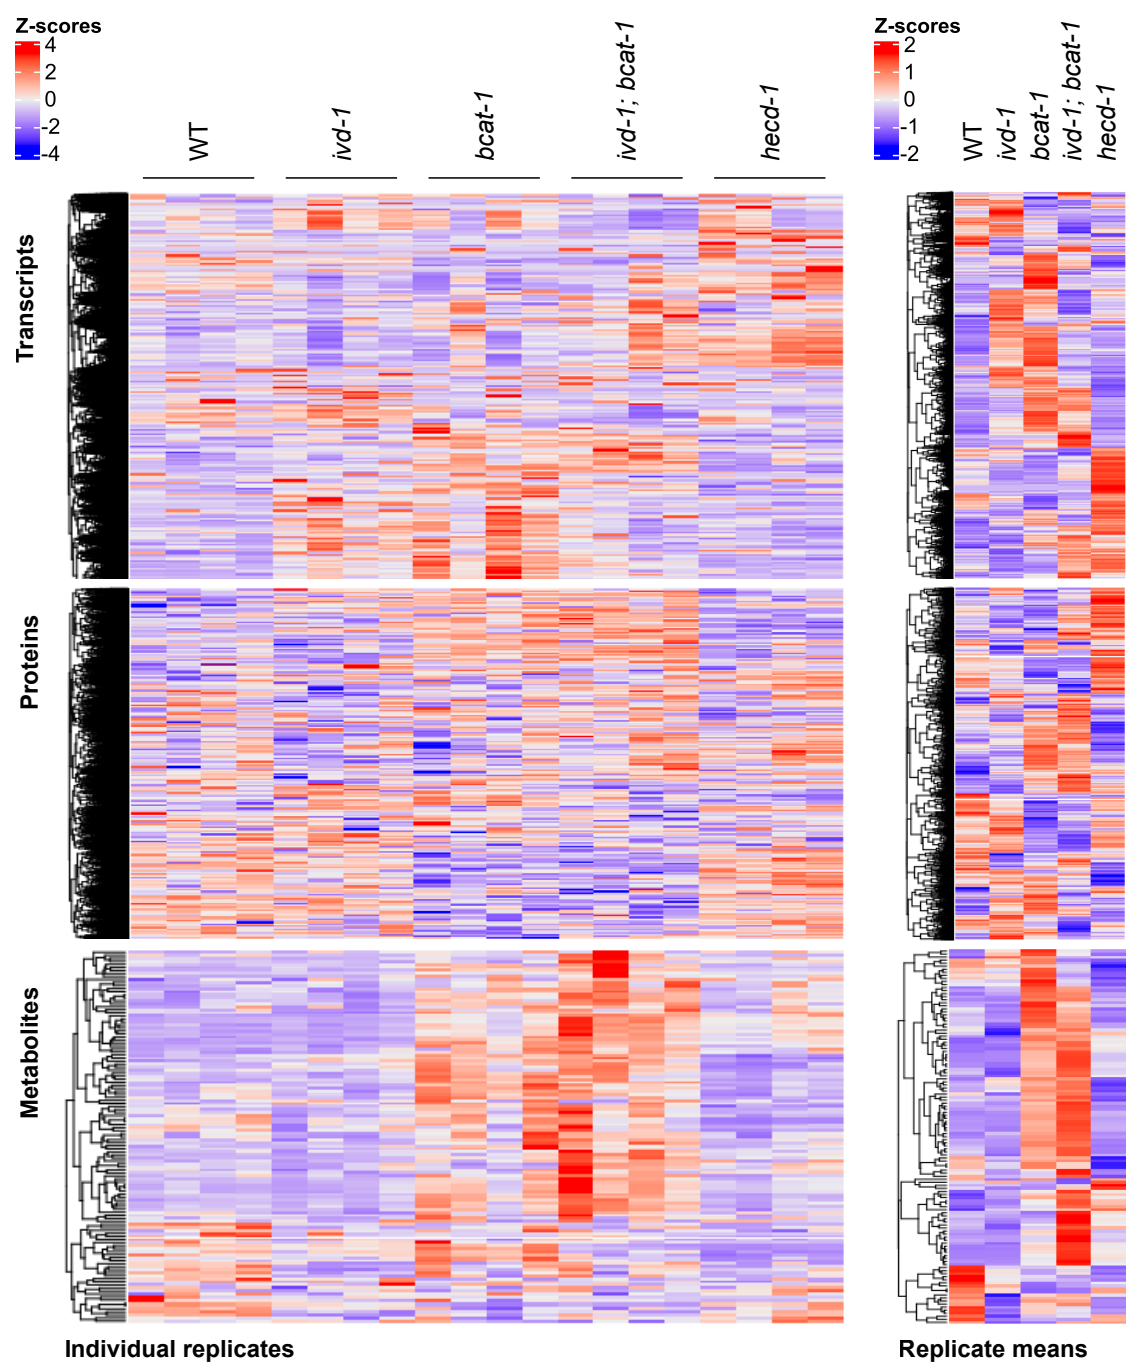

Figure S4

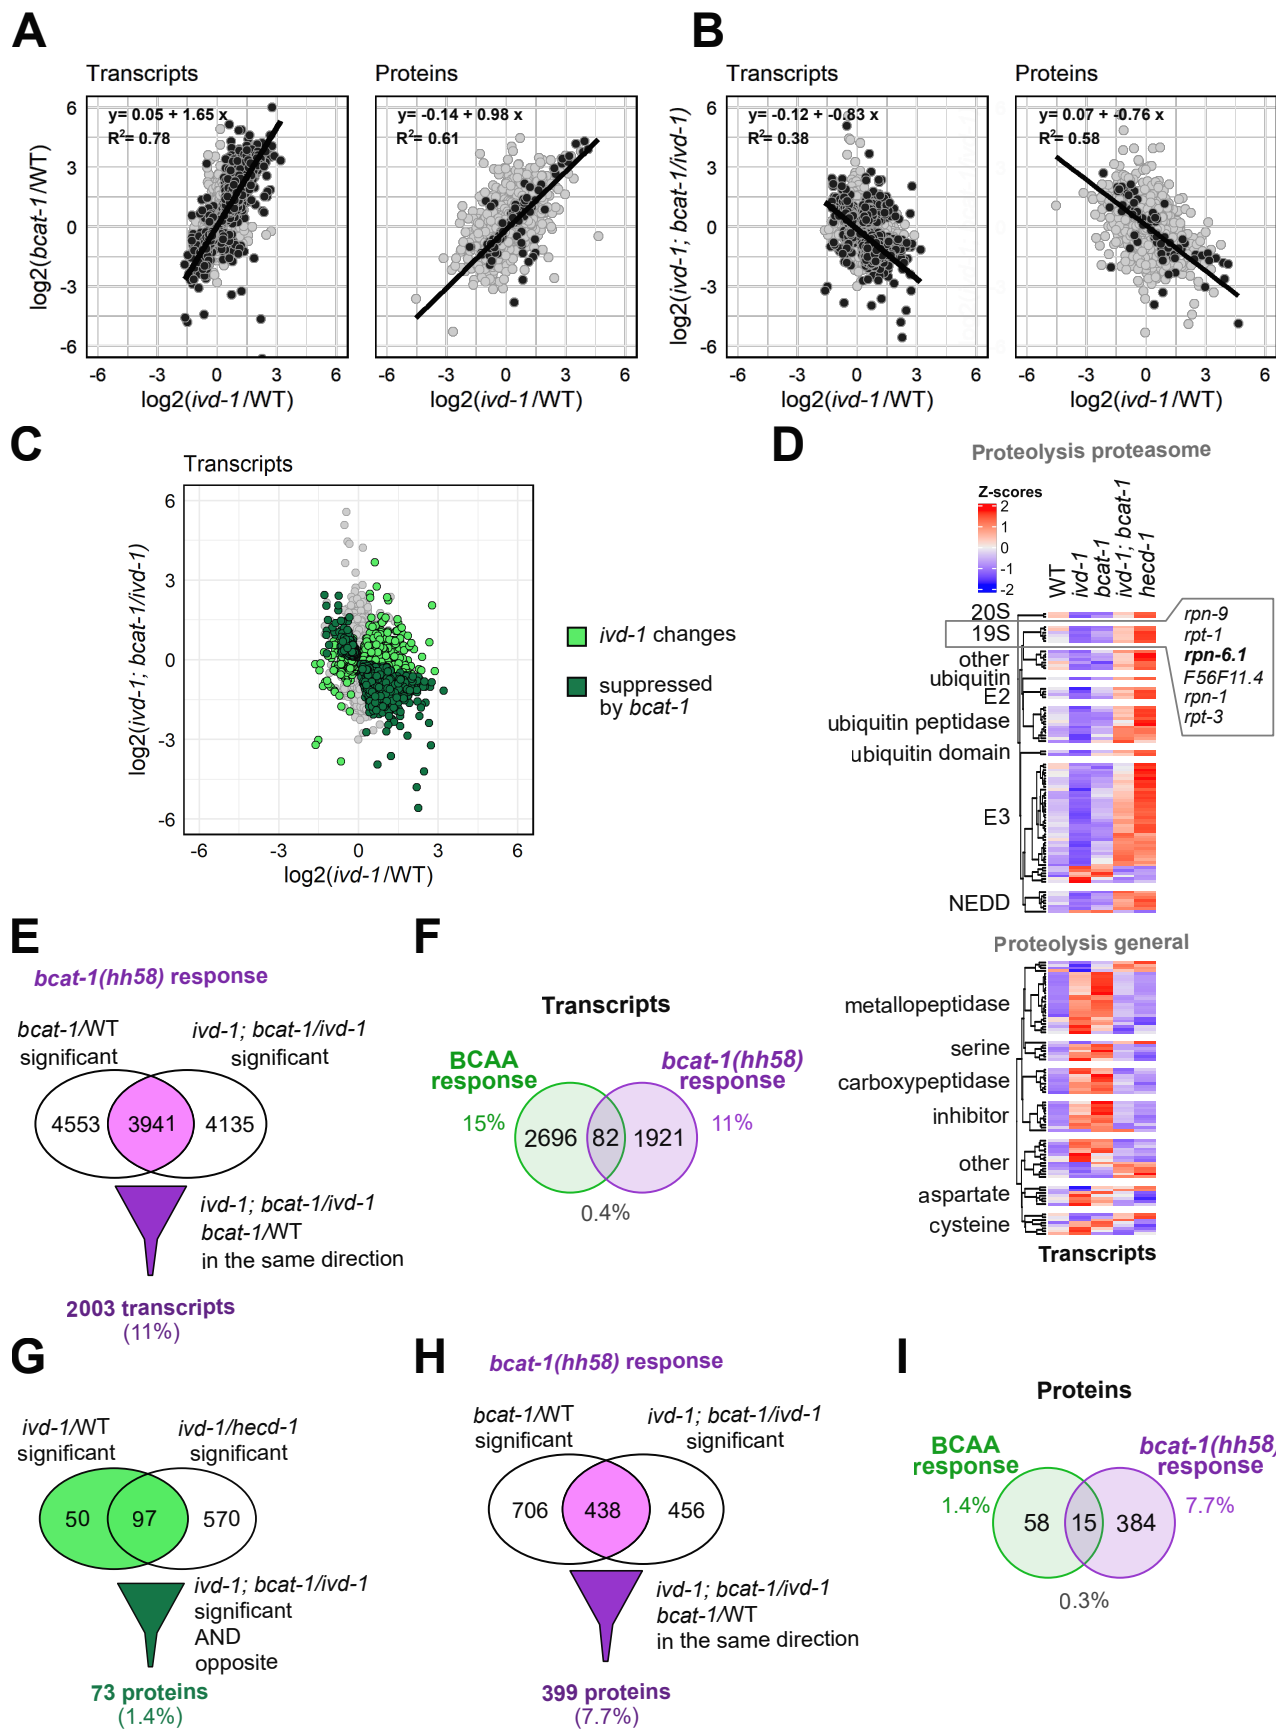

Figure S5

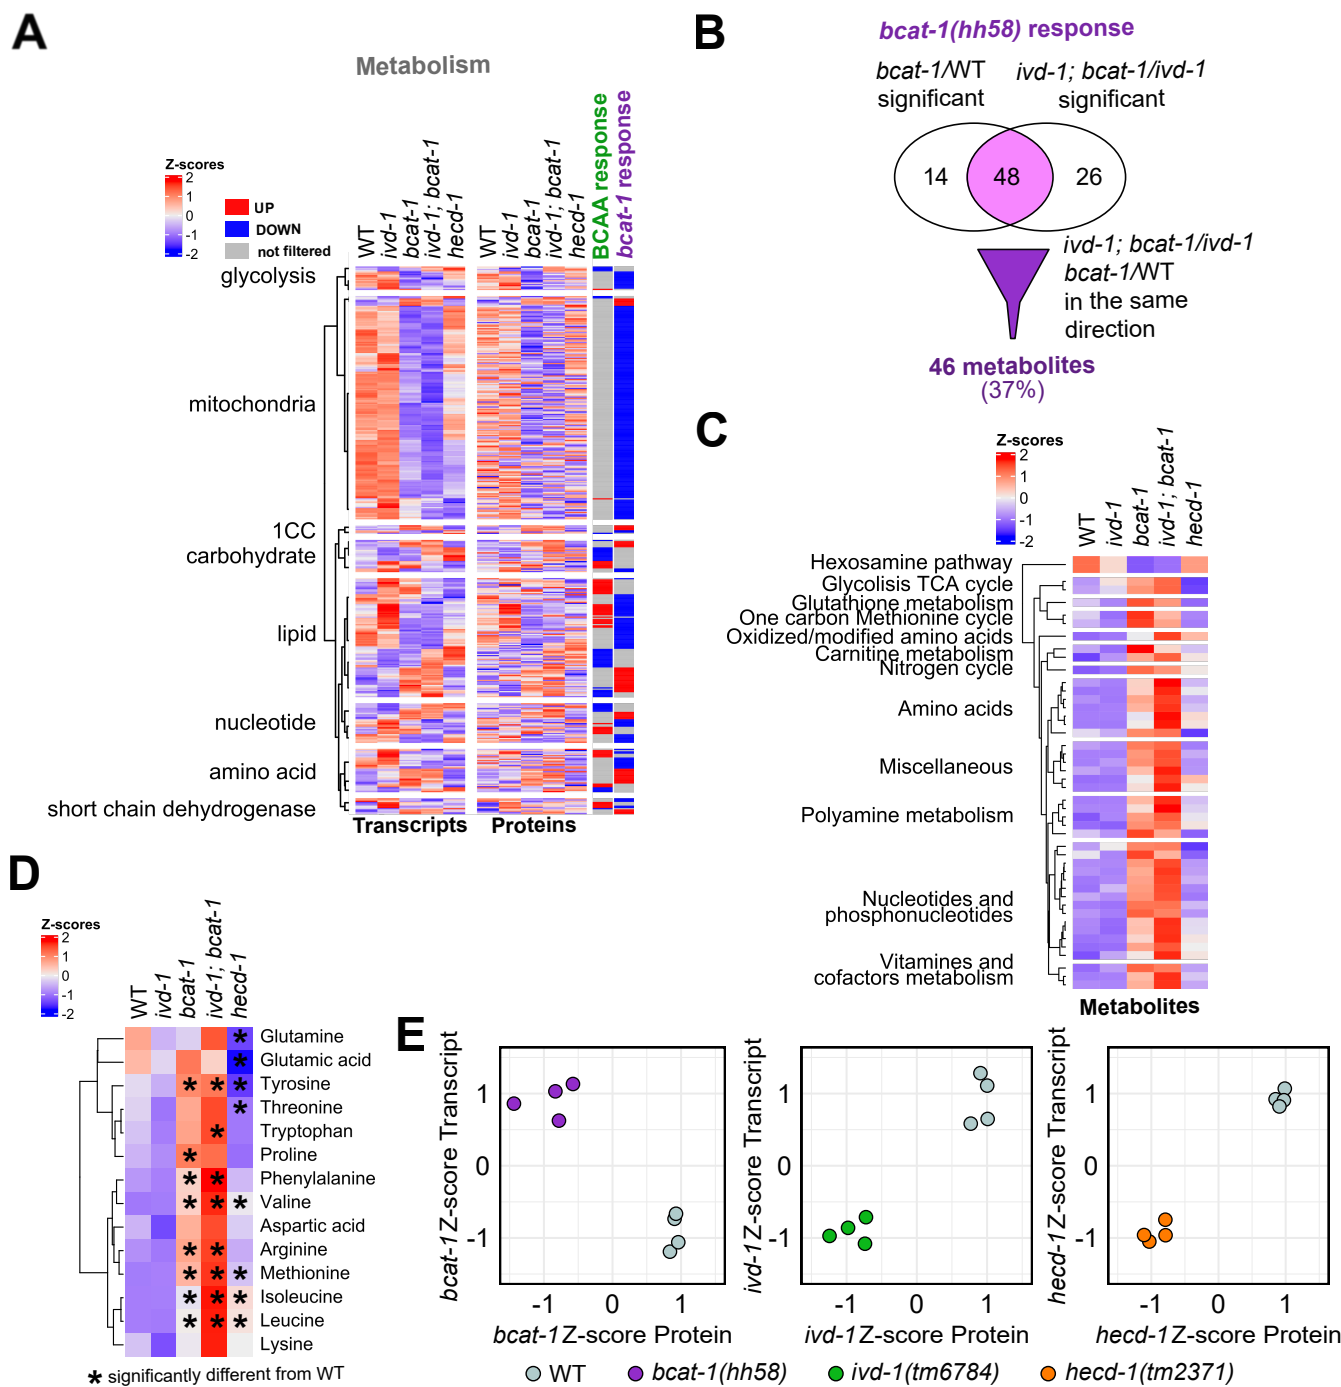

Figure S6

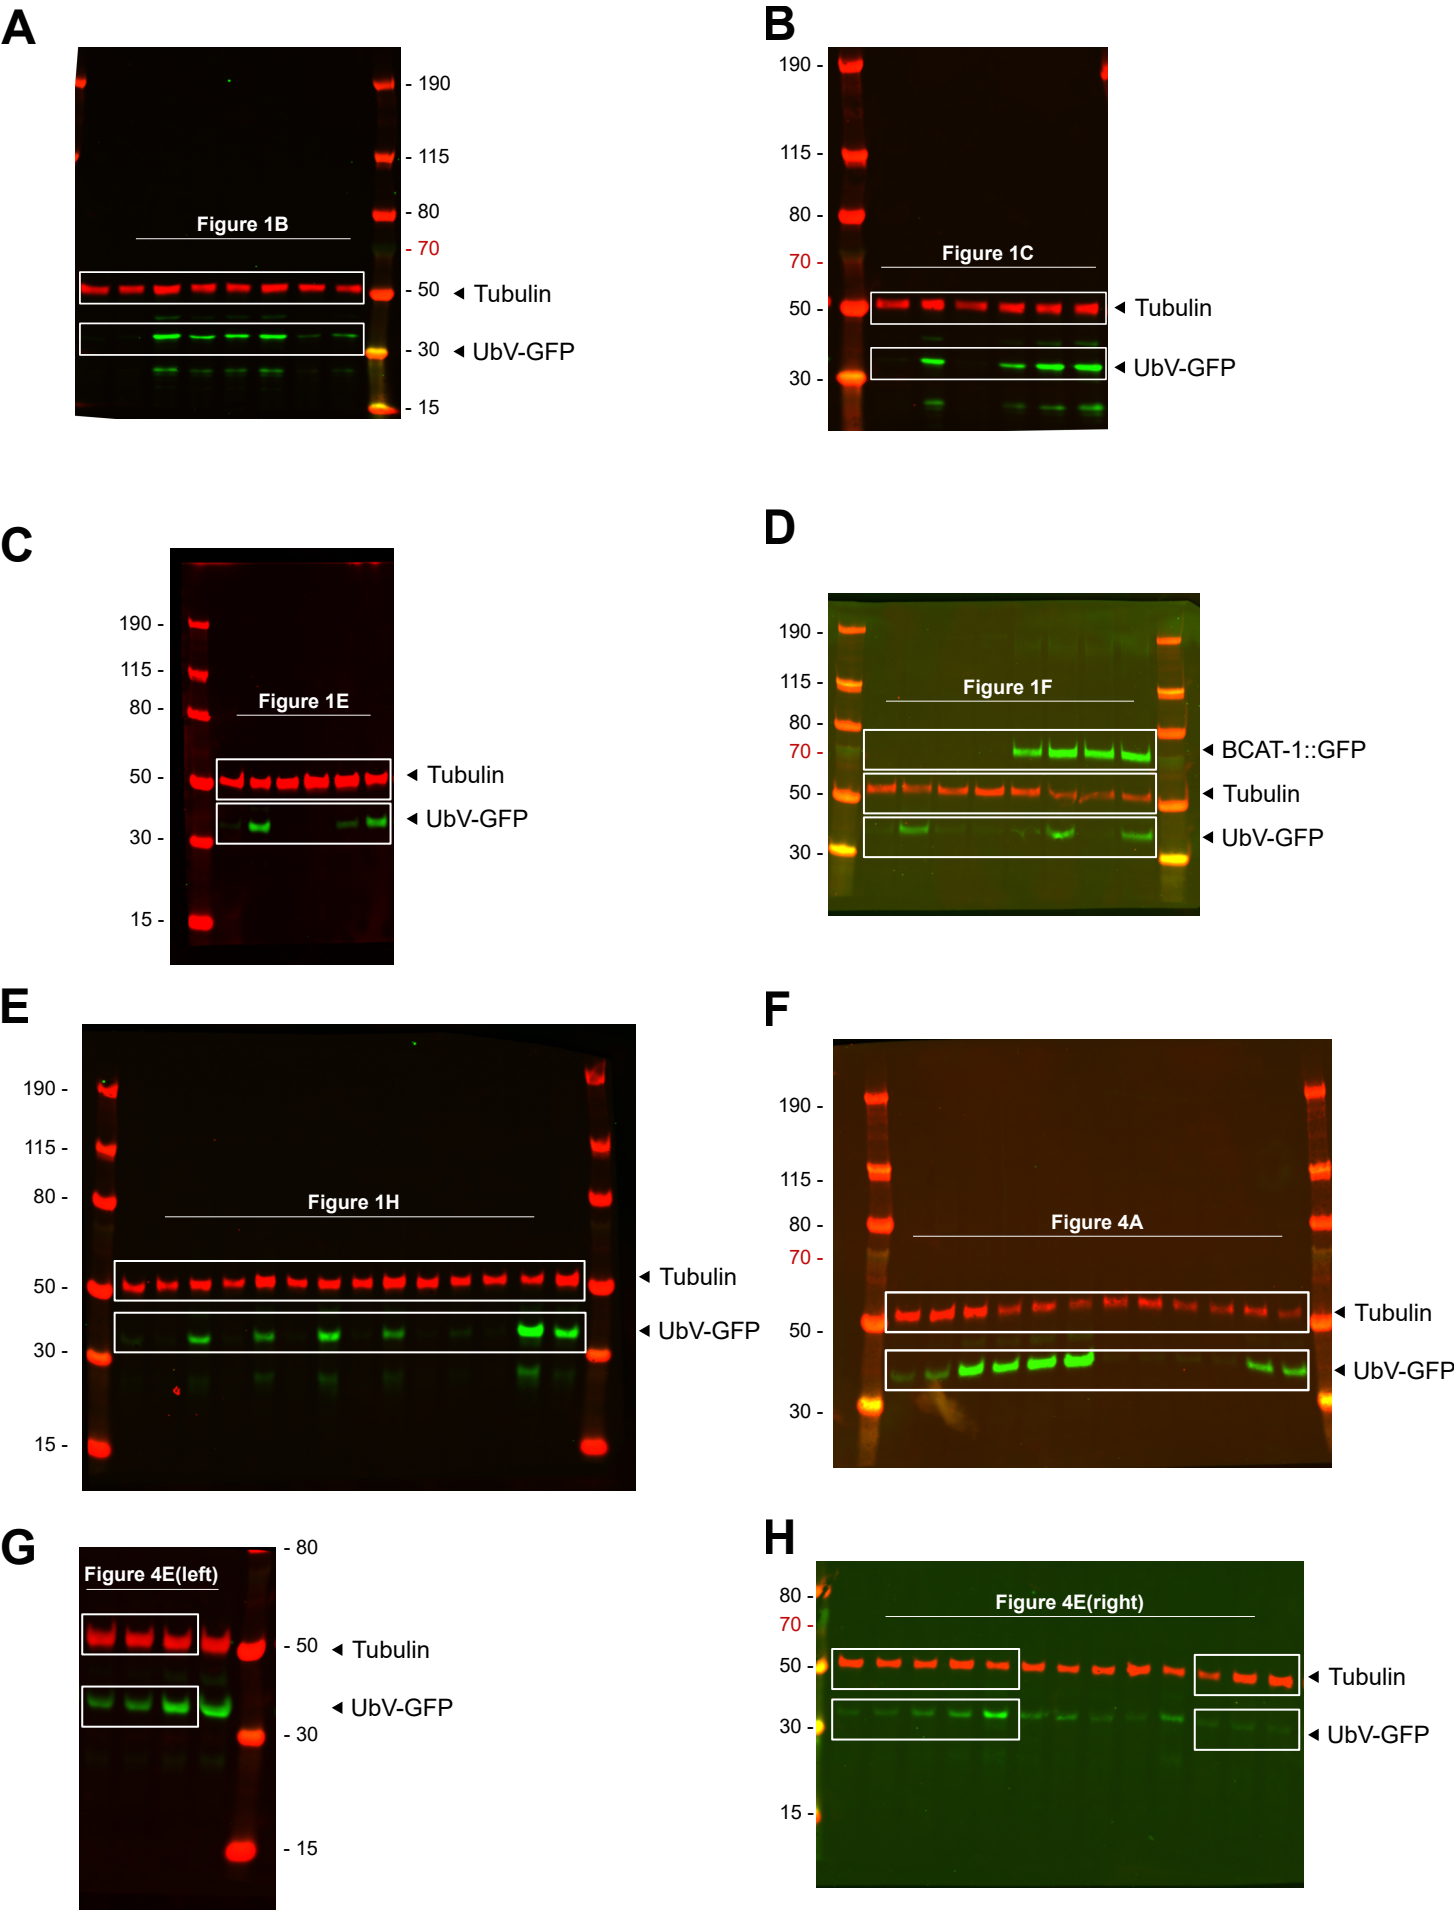

## Supplementary Figure Legends

### Figure S1. *bcat-1* Is Essential and Its Inhibition Does Not Affect the UPS

(A, F) Fluorescent and brightfield micrographs of immobilized worms, scale bars: 200  $\mu$ m. (A) Same strains and conditions as in Figures 1B and 1C. (B) Transcript level of *bcat-1* relative to wild-type (WT) treated with empty vector control measured by qRT-PCR. Means of 3 technical replicates are reported for 3 independent experimental replicates. Same strains and conditions as in Figure 1C. (B, E) Fold changes calculated as  $2^{-\Delta\Delta C_q}$ . Means as white squares and standard deviations as error bars. Statistically significant difference calculated with Tukey's Honest Significant Difference (HSD) combined with one-way ANOVA and indicated in relation to control with \* for P-value  $\leq 0.05$ , \*\* for P-value  $\leq 0.01$ . (C, G) Western blot quantifications displayed as the  $\log_2$  of the intensity normalized on tubulin and relative to the wild-type (WT) control. Filled circles denote genetic mutations. Means as white squares and standard deviations as error bars. Statistically significant difference in relation to control, or as highlighted, were calculated with pairwise t-tests and indicated with \* for P-value  $\leq 0.05$ , \*\* for P-value  $\leq 0.01$ , "n.s" for P-value  $> 0.05$ . (C) Quantification relative to Figure 1C. (D) Quantification of *bcat-1(hh56)* lethality, as the proportion of unhatched eggs (*bcat-1(hh56)/bcat-1(hh56)*), viable larvae with uncoordinated (Unc) phenotype (*tmC24/tmC24*), and phenotypically wild-type (WT) larvae (*bcat-1(hh56)/tmC24*). Light and dark blue identify two independent lines isolated from crossing *bcat-1(hh56)/+* with balancer strain FX30253. 19 and 20 biological replicates for each line. (E) Transcript level of *bcat-1* quantified with qRT-PCR relative to WT. Means of at least 3 technical replicates are reported for 5 independent experimental replicates. (F) Same strains and conditions as in Figure 1E. (G) Quantification relative to Figure 1E. *bcat-1(hh58)* quantification is reported in Figure S2B.

### Figure S2. *bcat-1(hh58)* Loss-of-Function Mutation Suppresses the Proteolytic Defects of Downstream BCAA Impairments

(A, F) Fluorescent and brightfield micrographs of immobilized worms, scale bars: 200  $\mu$ m. (A) Strains expressing *bcat-1::gfp* reported in Figure 1F. (B, G) Western blot quantifications displayed as the  $\log_2$  of the intensity normalized on tubulin and relative to the wild-type (WT) control. Means as white squares and standard deviations as error bars. Statistically significant difference in relation to control, or as highlighted, were calculated with pairwise t-tests and indicated with \* for P-value  $\leq 0.05$ , \*\* for P-value  $\leq 0.01$ , "n.s" for P-value  $> 0.05$ . (B) Quantification relative to Figure 1F. Filled circles denote genetic mutations, strains expressing *bcat-1::gfp* are reported in the right quadrant. (C) Total number of viable progeny quantified for individual worms. 2 experimental replicates pooled together to have minimum 24 worms for wild-type (WT) and *bcat-1(hh58)*, respectively. (D) Generation time of individual worms, considered as the time to reach adulthood from egg. 2 experimental replicates pooled together to have minimum 34 worms for each strain. (E) Viability quantification as proportion of viable progeny on the total number of eggs laid by 1 adult worm in 4 hours, 10 worms for each strain. (C-E) Means as white square and standard deviations as error bars are displayed for each strain. Filled circles denote *bcat-1::gfp* transgene expression. Statistically significant difference compared to WT were calculated with Tukey's Honest Significant Difference (HSD) combined with one-way ANOVA, indicated as \*\* for  $p \leq 0.01$ . (F) Same strains and conditions as in Figure 1H. (G) Quantification relative to Figure 1H. The top quadrant reports wild-type (WT) worms, the bottom *bcat-1(hh58)* mutants.

### Figure S3. Transcriptome, Proteome and Metabolome Modulation by BCAA Metabolism

Heatmaps of Z-scores from the complete omics datasets (transcriptomics, proteomics, metabolomics) as in Figure 2A. 4 individual replicates for each strain (left) and relative mean (right). The reported mutant alleles are *ivd-1(tm6784)*, *bcat-1(hh58)*, and *hecd-1(tm2371)*.

### Figure S4. The Restored UPS Activity in *ivd-1(tm6784)*; *bcat-1(hh58)* Is Mediated by an Adaptive Response Rather than Broad *bcat-1(hh58)*-Dependent Regulation

(A, B) Scatterplots of fold changes relative to transcripts (left) and proteins (right), with darker fill indicating significantly different fold changes for both axes (P-value  $\leq 0.05$ ). Linear regression with relative formula and  $R^2$  are indicated in black. The reported alleles are wild-type (WT), *ivd-1(tm6784)* and *bcat-1(hh58)*. (C) Scatterplot showing fold changes relative to Figure 2C. (D) Heatmap with Z-scores relative to transcript levels of genes in the Wormcat categories “Proteolysis Proteasome” and “Proteolysis general” that were identified by the filtering reported in Figure 2C. The reported mutant alleles are *ivd-1(tm6784)*, *bcat-1(hh58)*, and *hecd-1(tm2371)*. Gene names of 19S proteasome subunits are indicated. (E) Venn diagram of transcripts that are significantly regulated by *bcat-1(hh58)* in wild-type (WT) and *ivd-1(tm6784)* background (pink) that follow the same direction (violet) (P-value  $\leq 0.05$ ). (F) Intersection between regulated transcripts identified in Figure 2C (BCAA response) and S4E (*bcat-1(hh58)* response). (G) Venn diagram of *ivd-1(tm6784)*-significantly regulated proteins compared with wild-type (WT) in light green and *hecd-1(tm2371)*, which are suppressed by *bcat-1(hh58)* (dark green) (P-value  $\leq 0.05$ ). (H) Proteins regulated by *bcat-1(hh58)* filtered as in S4E. (I) Intersection between regulated proteins identified in S4G (BCAA response) and S4H (*bcat-1(hh58)* response).

### Figure S5. BCAA Transamination Induces Broad Metabolic Reprogramming

(A) Heatmaps with Z-scores relative to transcript and protein levels of genes in the Wormcat gene category “Metabolism” that were transcriptionally regulated either according to Figure 2C (BCAA response) or Figure S4E (*bcat-1* response), indicated on the right as up- (red) or down-regulated (blue) or not filtered (grey). Clustering according to transcript levels and split according to Wormcat category 2. (A, C) The reported mutant alleles are *ivd-1(tm6784)*, *bcat-1(hh58)*, and *hecd-1(tm2371)*. (B) Venn diagram of metabolites that are significantly regulated by *bcat-1(hh58)* in wild-type (WT) and *ivd-1(tm6784)* background (pink) that follow the same direction (violet) (P-value  $\leq 0.05$ ). (C) Heatmap with Z-scores relative to the level of the 46 metabolites filtered in B. (D) Heatmap with Z-scores relative to the level of each amino acid, \* denotes significant changes compared to wild-type (WT). (E) Analysis of protein and transcript level of respective mutated genes reported as scatterplots of protein (x) and transcript (y) Z-scores calculated on each mutant strain compared with wild-type (WT).

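At the transcript level *ivd-1* (chromosome IV, 5086856 to 5088864) was lower in *ivd-1(tm6784)* than in wild-type, with a log2 fold change of −0.49 (standard error 0.048, adjusted p = 4.38e-06, limma with Benjamini-Hochberg adjustment). Under a block for the replicate number, at a correlation of 0.122, the adjusted p was 1.87e-06 (limma with Benjamini-Hochberg adjustment). It was also lower in *bcat-1(hh58)*, at −0.79 (adjusted p = 4.17e-09, limma with Benjamini-Hochberg adjustment), and in *ivd-1(tm6784); bcat-1(hh58)*, at −1.79 (adjusted p = 4.17e-14). In *hecd-1(tm2371)* it was lower, at −0.17 (adjusted p = 0.0205, limma with Benjamini-Hochberg adjustment). *ivd-1* overlaps a coding gene on the other strand. *bcat-1* (chromosome X, 12877480 to 12880328) was higher in *bcat-1(hh58)*, by 0.63 (adjusted p = 0.000125, limma with Benjamini-Hochberg adjustment), in *ivd-1(tm6784)*, by 0.64 (adjusted p = 0.000417, and 0.000109 with the block), and in *ivd-1(tm6784); bcat-1(hh58)*, by 0.51 (adjusted p = 0.00147). *hecd-1* (chromosome IV, 7134345 to 7144720) was lower in *hecd-1(tm2371)*, at −0.56 (adjusted p = 1.03e-08, limma with Benjamini-Hochberg adjustment, and 2.44e-07 with the block at a correlation of 0.174). *hecd-1* in *bcat-1(hh58)* replicate 2 lay apart, at 5.05 on the log2 scale against 5.09 to 5.10 in the other three.
Of the other genes of this pathway, *hach-1* (WBGene00017301) fell most, from 356.7 ± 51 FPKM in wild-type to 200.0 ± 26.9 in *ivd-1(tm6784)*, 100.2 ± 7.94 in *bcat-1(hh58)* and 93.1 ± 4.68 in *ivd-1(tm6784); bcat-1(hh58)* (mean ± SD, 4 replicates). Its log2 fold changes were −0.83 in *ivd-1(tm6784)* (adjusted p = 8.33e-05, limma with Benjamini-Hochberg adjustment, and 6.6e-07 with the block) and −1.82 in *bcat-1(hh58)* (adjusted p = 4.17e-09). Replicate 3 lay apart from the other three for this gene in wild-type, at 8.13 on the log2 scale against 8.57 to 8.59, and in *hecd-1(tm2371)*. It was also the lowest in *ivd-1(tm6784)*, at 7.344 against 7.648 to 7.794, and in *bcat-1(hh58)*, at 6.504 against 6.615 to 6.762. The low value of this replicate number is therefore shared between strains. *bckd-1A* and *mccc-1* were lower in *bcat-1(hh58)*, at −0.37 (adjusted p = 1.13e-06, limma with Benjamini-Hochberg adjustment) and −0.34 (adjusted p = 7.62e-07), with −0.091 (adjusted p = 0.106) and −0.072 (adjusted p = 0.143) in *ivd-1(tm6784)*. In *ivd-1(tm6784)* both passed the threshold after median-of-ratios scaling, at −0.20 (adjusted p = 0.00471, limma with Benjamini-Hochberg adjustment) and −0.18 (adjusted p = 0.00333), and after quantile normalization (adjusted p = 0.0449 and 0.036), *bckd-1A* also with the germline covariate (0.0282) and *mccc-1* with sample weights (0.0407). *bckd-1A* in *ivd-1(tm6784)* replicate 4 lay apart, at 6.75 against 6.67 to 6.68. *bckd-1B* and *acdh-3* were lower in *bcat-1(hh58)*, at −0.14 (adjusted p = 0.0262, limma with Benjamini-Hochberg adjustment) and −0.13 (adjusted p = 0.0307). In *ivd-1(tm6784)* they changed by 0.033 and 0.025, reversed to −0.074 and −0.083 after median-of-ratios scaling.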

### Figure S6: Uncropped Western Blots

(A-H) Un-cropped Western Blots, with boxes highlighting the portions reported in the indicated figures. Ladder with respective kDa sizes are reported on the side. Primary antibody incubation was done mixing the rabbit antibody against tubulin diluted 1:5000, and the mouse antibody against GFP diluted 1:7000. Detection was carried out after incubation with mixture of Li-Cor secondary antibodies 680RD donkey anti-rabbit (displayed in red) and 800CW donkey anti-mouse (displayed in green), both diluted 1:15000. Antibody details in Table S2.

# Supplementary material for: Reprograming of proteasomal degradation by branched chain amino acid metabolism
**Source:** Aging Cell. 2022 Sep 27;21(12):e13725. doi: 10.1111/acel.13725
**Supplement:** Supplementary file 3 — Appendix S1

## Supplementary Experimental Procedures

### RNA Extraction and qRT-PCR

Synchronized worms by egg-prep were harvested at day 1 of adulthood after washing with M9 at least twice to remove bacteria. Worm pellets were flash-frozen in liquid nitrogen and stored at -80°C. To extract total RNA, 1 ml TRIzol (Ambion) was added to the worm pellets together with 200 µl zirconia beads and homogenization was conducted with Precellys 24-Dual cell homogenizer (PeqLab). After addition of 1-bromo-3-chloropropane, mixing and phase separation by centrifugation, aqueous supernatant was mixed with the same volume of 70% ethanol and total RNA was isolated with Quiagen RNeasy Mini kit following the manufacturer's instructions. Using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems), 1500 ng of isolated RNA was retro-transcribed to cDNA. Gene expression levels were measured via quantitative real time PCR (qRT-PCR) with Bio-Rad CFX96 Real-Time PCR Detection System and the Luna Universal qPCR Master Mix (New England Biolabs), following the manufacturer instructions. Quantification cycles (Cq) were obtained by the Bio-Rad CFX Manager 3.1 software and subsequently analyzed with Rstudio to calculate the fold changes:  $2^{-\Delta\Delta Cq}$  as described previously (Livak & Schmittgen, 2001). Actin served as internal control, primer efficiencies were checked by creation of a standard curve and retro-transcribed products lacking retrotranscriptase in the reaction were included to confirm absence of DNA in the originally isolated RNA. Primer sequences are reported in Table S1.

### CRISPR-Cas9 Mutation

The guide RNAs (crRNA) were selected combining outputs of the two online tools CHOPCHOP (version 2) and Spacer Scoring for CRISPR (SSC) (Labun et al., 2016; Xu et al., 2015) and guidelines reported by Paix et al., 2017. Universal structural RNA (tracrRNA), *dpy-10* and *bcat-1* crRNAs, single-stranded DNA oligonucleotide (ssODN) template for the homologous recombination, and Cas9 nuclease (New England Biolabs) were supplemented with HEPES and KCl. The obtained injection mix was centrifuged at full speed in a tabletop centrifuge and supernatant was injected with the aid of a FemtoJet (Eppendorf) in the gonad

of several young adult worms immobilized with Holocarbon oil on a dried 2% agarose pad. After multiple microinjections, worms were rehydrated with a drop of M9 and transferred to OP50-seeded growth plates to recover. After 4/5 days, adult worms displaying either roller or dumpy phenotypes were isolated and let laying eggs for another day before genotyping to identify *bcat-1* mutant alleles. After PCR amplification of the interested *bcat-1* coding region, NheI restriction digestion (New England BioLabs) served to identify integration of the premature stop codon. Selected isolates were confirmed by sequencing and propagated avoiding dumpy and roller worms to exclude *dpy-10* mutations. In case of *bcat-1(hh56)*, heterozygous worms were isolated and subsequently crossed with FX30253 balancer strain (Dejima et al., 2018) to maintain heterozygous *bcat-1(hh56)/+* and outcrossed 4 times. *bcat-1(hh58)* was outcrossed 6 times.

### **Viable Progeny Quantification**

To quantify the total viable progeny, 10-20 L4 larvae were singled for each strain and transferred every day. The total number of viable progenies was obtained summing up the number of viable worms present in each plate after the parental worm was transferred. Data from 2 independent experiments were pooled to have a minimum of 24 replicates after censoring parental worms that died before laying the entire progeny.

### **Generation Time Quantification**

The generation time or time to reach adulthood was quantified as the time needed from egg to reach adulthood. Adult worms were let laying eggs for 4 hours; after 2 days, 20 to 25 larvae were isolated from the progeny and monitored regularly to note the time when the first progeny eggs were laid. 2 experimental replicates were pooled together to have minimum 34 technical replicates for each strain, after censoring worms that died before reaching adulthood.

### **Embryonic Lethality Quantification**

To assess the lethality penetrance of the *bcat-1(hh56)* mutation, heterozygous *bcat-1(hh56)/tmC24* worms isolated from two independent lines were analyzed. 20 L4 larvae were singled from each line and removed from plates after 2 hours, unhatched eggs were immediately counted, while viable progeny was quantified

after 3 days, distinguishing for phenotypically wild-type (WT) from uncoordinated (Unc), which indicate two copies of the balancer *tmC24*. Dead embryos were obtained by subtracting the total number of viable progeny from the total number of laid eggs. All phenotypically wild-type larvae were confirmed to be heterozygous for *bcat-1(hh56)* by genotyping. Worms that were not alive when the progeny was quantified were censored. Proportions of unhatched eggs, phenotypically wild-type and Unc larvae are reported in the graph. The same procedure was applied for *bcat-1(hh58)* mutants except that the single adult worms were left 4 hours on plates to lay eggs. For each strain 10 adult worms were singled, the total number of eggs counted after having removed the adults and viable larvae were counted 3 days after. Worms that were not alive when the progeny was quantified were censored.

### **Sample Processing for Transcriptomics**

Trizol was supplemented to worm pellets to extract RNA as described for qRT-PCR (final dilution 50-200 ng/μl). Libraries were prepared using the Illumina® Stranded TruSeq® RNA sample preparation Kit. Library preparation started with 2 μg total RNA. After poly-A selection (using poly-T oligo-attached magnetic beads), mRNA was purified and fragmented using divalent cations under elevated temperature. The RNA fragments underwent reverse transcription using random primers. This was followed by second strand cDNA synthesis with DNA Polymerase I and RNase H. After end repair and A-tailing, indexing adapters were ligated. The products were then purified and amplified (14 PCR cycles) to create the final cDNA libraries. After library validation and quantification (Agilent 2100 Bioanalyzer), equimolar amounts of library were pooled. The pool was quantified by using the Peqlab KAPA Library Quantification Kit and the Applied Biosystems 7900HT Sequence Detection System. The pool was sequenced with Illumina NovaSeq6000 sequencing instrument with a PE100 protocol. RNAseq raw data were analysed using a QuickNGS pipeline (Wagle et al., 2015). This workflow system provided a basic read quality check using FastQC (version 0.10.1) and read statistics using SAMtools (version 0.1.19). The basic data processing of the QuickNGS pipeline consists of a splicing-aware alignment using Tophat2 (version 2.0.10) followed by reference-guided transcriptome reassembly with Cufflinks2 (version 2.1.1). The QuickNGS pipeline calculated read count means, fold change and P-values with DEseq2 (version 1.4.5) and gene expression for the individual samples with Cufflinks2 (version 2.1.1) as fragments per kilobase of transcript per million (FPKMs), in both cases using genomic annotation

from the Ensembl database, version 93. All data pre-processing was done with R version 3.1.1 and Bioconductor version 3.0.

### **Sample Processing for Proteomics**

Worm pellets were supplemented with urea buffer (8 M in 50 mM TEAB + 1x Roche protease inhibitor cocktail), sonicated, centrifuged for 15 min at 20000 x g and protein content was quantified with Pierce BCA protein assay (ThermoFisher Scientific). Samples were diluted to have 50 µg of proteins; DTT, and chloracetamide were added to a final concentration of 5 mM and 40 mM, respectively. Peptide digestion was conducted first with lysyl endopeptidase (Lys-C) and, after diluting the samples to a final urea concentration of 1.2 M with trypsin protease. All samples were analyzed on a Q Exactive Plus Orbitrap (ThermoScientific) mass spectrometer that was coupled to an EASY nLC (ThermoScientific). Peptides were loaded with solvent A (0.1% formic acid in water) onto an in-house packed analytical column (50 cm — 75 µm I.D., filled with 2.7 µm Poroshell EC120 C18, Agilent). Peptides were chromatographically separated at a constant flow rate of 250 nL/min and the following gradient: 3-5% solvent B (0.1% formic acid in 80 % acetonitrile) within 1.0 min, 5-30% solvent B within 91.0 min, 30-50% solvent B within 17.0 min, 50-95% solvent B within 1.0 min, followed by washing and column equilibration. Data-dependent acquisition (DDA) library runs were acquired from distinct pools of the sample groups. The MS1 survey scan was acquired from 300-1750 m/z at a resolution of 70,000. The top 10 most abundant peptides were isolated within a 2.0 Th window and subjected to HCD fragmentation with normalized collision energy of 27%. The AGC target was set to 5e5 charges, allowing a maximum injection time of 55 ms. Product ions were detected in the Orbitrap at a resolution of 17,500. Precursors were dynamically excluded for 20.0 s. For the acquisition of the samples the mass spectrometer was operated in data-independent mode. For MS1 and MSMS scans the maximum IT was restricted to 60 ms and the AGC target was set to 1e6 charges. The MS1 scan was acquired from 400-1220 m/z at a resolution of 35,000. MSMS scans were acquired in data-independent acquisition (DIA) mode using 25 x 24 m/z windows covering the mass range from m/z 400 to m/z 1000 at a resolution of 17,500. The default charge state for the MS2 was set to 3. Stepped normalized collision energy was set to 27%. The MSMS spectra were acquired in centroid mode. A spectrum library was generated by searching a UniProt UP000001940 *C. elegans* fasta file (26754 entries) with PulsarX in Spectronaut 13

(Bruderer et al., 2015). DDA runs of high pH reversed phase HPLC fractionated protein digests and in gel digests of SDS page separated protein lysates were used for library generation. Protein quantification analysis was performed in Perseus (version 1.6.7.0) (Tyanova et al., 2016), including  $\log_2$  transformation, filtering for valid values occurring in 4 out of 4 replicates in at least one strain, imputation of missing values from normal distribution and two-sample tests.

### **Sample Processing for Untargeted Metabolomics**

Worm pellets were homogenized using a Qiagen tissue lyser for 30 min at 4 °C. Protein concentration was determined using a BCA kit. A volume of worm lysate, which corresponds to 150 µg of proteins for each sample was subjected to Bligh and Dyer extraction (chloroform: methanol, 2:1) for 1 h at 4 °C as previously reported on our work (Annibal et al., 2019). Samples were centrifuged at maximum speed for 5 min at 4 °C and supernatant was transferred into a new tube for drying. Before LC injections samples were reconstituted in 10% aqueous acetonitrile. Analytes were separated using an UHPLC system (Vanquish, Thermo Fisher Scientific) coupled to an HRAM mass spectrometer (Q-Exactive Plus, Thermo Fischer Scientific) as previously reported (Annibal et al., 2021). Briefly, 2 µl of the sample extracts were injected into a X Select HSS T3 XP column, 100 Å, 2.5 µm, 2.1 mm x 100 mm (Waters), using a binary system A water with 0.1% formic acid, B: acetonitrile with 0.1 formic acid with a flowrate of 0.1 ml/min and the column temperature was kept at 30 °C. Gradient elution was conducted as follow: isocratic step at 0.1 % eluent B for 0.3 min, gradient increase up to 2% eluent B in 2 min, then increase up to 30% eluent B in 6 min and to 95% eluent B in 7 min, isocratic step at 95% eluent B for 2 min. Gradient decreases to 0.1 % eluent B in 3 min and held at 0.1% eluent B for 5 min. Mass spectra were recorded from 100-800  $m/z$  at a mass resolution of 70,000 at  $m/z$  400 in both positive and negative ion mode using data-dependent acquisition (Top 3, dynamic exclusion list 10 seconds). Tandem mass spectra were acquired by performing CID (isolation 1,5 u, stepped collision energy 20 and 80 NCE). MS data analysis was performed using Xcalibur software 4.0. Quantification was performed using Trace finder 4.1, using genesis detection algorithm, nearest RT, S/N threshold 8, min peak height (S/N) equal to 3, peak S/N cutoff 2.00, valley rise 2%, valley S/N 1.10. Metabolite search was performed using Compound discoverer 2.0 and  $m/z$  Cloud as online database, considering precursor ions with a deviation > 5 ppm, 0.3 min maximum retention time shift, minimum peak

intensity 100000, intensity tolerance 10, FT fragment mass tolerance 0.0025 Da, group covariance [%] less than 30, P-value less than 0.05 and area Max greater or equal to 10000. Metabolites are correctly identified when at least two specific fragments are found in the MS2 spectra. Because of the high mass accuracy >3 ppm, predicted elemental compositions of the unknown features were submitted to online databases such as Chemspider (<http://www.chemspider.com/>), HMDB (<http://www.hmdb.org/>), KEGG (<http://www.genome.jp/kegg/>), METLIN (<http://metlin.scripps.edu/>). Raw data were also analyzed using XCMS online (<https://xcmsonline.scripps.edu>).

### **Omics data analysis**

The pre-processed transcriptomics, proteomics and metabolomics datasets were analyzed with R (version 4.0.0), in Rstudio environment (version 1.2.5033). Filtering, Z-score calculation and scatterplots were conducted with the aid of tidyverse packages. Heatmaps were generated using ComplexHeatmap package (Gu et al., 2016). To compare expression levels of transcripts and proteins of the respective gene, the two datasets were merged using the Wormbase IDs. Except for the metabolomics data, P-values refer to adjusted P-values. The metabolic map reported in Figure 3A was extracted from multiple maps generated by Pathview (Luo et al., 2017), using a simplified dataset obtained assigning 1 for significantly up-regulated, -1 for significantly downregulated and 0 for not significant changes of transcripts and metabolites relative to  $\log_2(ivd-1(tm6784)/WT)$  and  $\log_2(ivd-1(tm6784);bcat-1(hh58)/ivd-1(tm6784))$ . Gene enrichment was performed with Wormcat (genome v1) (Holdorf et al., 2020) in case of regulated transcripts and with GOrilla (Eden et al., 2009) in case of regulated proteins, where the entire set of detected proteins was submitted as background list of genes and molecular function was selected as ontology. The GOrilla enrichment score is defined as  $(b/n)/(B/N)$ , where N is the total number of genes in the background list, B is the total number of genes associated with a specific GO term, n is a flexible cutoff, and b the number of identified genes associated with a specific GO term (Eden et al., 2009).

**Table S1. Genotyping and qRT-PCR oligo sequences**

| Allele/Transgene                                                          | Forward                                | Reverse                |
|---------------------------------------------------------------------------|----------------------------------------|------------------------|
| <b>Genotyping</b>                                                         |                                        |                        |
| <i>sur-5p::UbV-GFP</i>                                                    | TTTTGGTACCATGCAAATCTTCGT<br>CAAAACGTTG | CGTTAGTTAGTAGAACTCAG   |
| <i>bcat-1 CRISPR-Cas9</i><br>(+NheI HF digestion,<br>New England BioLabs) | AATGTACTGCCTCCATCGGC                   | GGGTCCAATGGCTTGGTCTT   |
| <i>ivd-1 (tm6784)</i>                                                     | TCCATTTCGCACAGATACACA                  | GTATGCTGACAAGATTGACAAG |
|                                                                           | CCATTCAATACATACTTGTCTCC                |                        |
| <i>bcat-1p::bcat-1::GFP</i>                                               | TTAATGACATTCACTACGGC                   | CGTTAGTTAGTAGAACTCAG   |
| <b>qRT-PCR</b>                                                            |                                        |                        |
| <i>bcat-1</i>                                                             | ATCAAGGCTTATGGCCTCCG                   | ACTGTCTCCAATCTGGCTGC   |
| <i>act-1</i>                                                              | CCACCATGTACCCAGGAATT                   | AGAGGGAAGCGAGGATAGAT   |

**Table S2. Antibodies**

| Antibody                                                          | Dilution | Source   | Identifier                             |
|-------------------------------------------------------------------|----------|----------|----------------------------------------|
| Living Colors A.v. GFP Monoclonal Antibody [JL-8] raised in mouse | 1:7000   | Clontech | Cat. # 632380                          |
| Rabbit monoclonal alpha Tubulin antibody [EP1332Y]                | 1:5000   | Abcam    | Cat. # ab52866;<br>RRID: AB_869989     |
| IRDye® 680RD Donkey anti-Rabbit IgG Secondary Antibody            | 1:15000  | Li-Cor   | Cat. # 926-68073;<br>RRID: AB_10954442 |
| IRDye® 800CW Donkey anti-Mouse IgG Secondary Antibody             | 1:15000  | Li-Cor   | Cat. # 926-32212;<br>RRID: AB_621847   |

**Table S3. Chemical Supplements**

| Compound                                                                | Source        | Identifier       |
|-------------------------------------------------------------------------|---------------|------------------|
| isovaleric acid, 3-methylbutanoic acid                                  | Sigma-Aldrich | Cat.# 129542     |
| sodium $\alpha$ -ketoisocaproic acid, sodium 4-methyl-2-oxovaleric acid | Sigma-Aldrich | Cat. # K0629     |
| isobutyric acid, 2-methylpropionic acid                                 | Sigma-Aldrich | Cat. # 58360     |
| $\alpha$ -methylbutyric acid, 2-methylbutyric acid                      | Sigma-Aldrich | Cat. # 193070    |
| acetic acid glacial                                                     | VWR Chemicals | Cat. # 20104.334 |

**Table S4. CRISPR-Cas9 oligonucleotides**

| Oligonucleotide           | Sequence                                                                                                       | Purchased by             |
|---------------------------|----------------------------------------------------------------------------------------------------------------|--------------------------|
| universal tracrRNA        | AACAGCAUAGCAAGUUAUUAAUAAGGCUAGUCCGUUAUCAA<br>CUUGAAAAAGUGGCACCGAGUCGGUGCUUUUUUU                                | Dharmacon                |
| <i>bcat-1(hh56)</i> crRNA | ugucuccaauucuggcugcgg                                                                                          | Dharmacon                |
| <i>bcat-1(hh56)</i> ssODN | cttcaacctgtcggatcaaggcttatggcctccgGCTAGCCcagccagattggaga<br>cagtaccaagagaggaaatt                               | Metabion (HPLC purified) |
| <i>bcat-1(hh58)</i> crRNA | ugcguggagcaacucgcgac                                                                                           | Dharmacon                |
| <i>bcat-1(hh58)</i> ssODN | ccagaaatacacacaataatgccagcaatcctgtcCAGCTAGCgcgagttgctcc<br>acgcacctcaacctgtcggat                               | Metabion (HPLC purified) |
| <i>dpy-10</i> crRNA       | GCUACCAUAGGCACACGAG                                                                                            | Dharmacon                |
| <i>dpy-10</i> ssODN       | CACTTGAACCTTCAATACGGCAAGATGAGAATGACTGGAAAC<br>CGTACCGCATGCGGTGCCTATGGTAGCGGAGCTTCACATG<br>GCTTCAGACCAACAGCCTAT | Metabion (HPLC purified) |

## References

- Annibal, A., Tam, H., Latza, C., & Antebi, A. (2019). Comparison of ESI-MS/MS and APCI-MS methods for the quantification of folic acid analogs in *C. elegans*. *Journal of Mass Spectrometry*, *54*(4), 316–327. <https://doi.org/10.1002/jms.4337>
- Annibal, A., Tharyan, R. G., Schonewolff, M. F., Tam, H., Latza, C., Auler, M. M. K., & Antebi, A. (2021). Regulation of the one carbon folate cycle as a shared metabolic signature of longevity. *Nature Communications*, *12*(1), 3486. <https://doi.org/10.1038/s41467-021-23856-9>
- Bruderer, R., Bernhardt, O. M., Gandhi, T., Miladinović, S. M., Cheng, L.-Y., Messner, S., Ehrenberger, T., Zanutelli, V., Butscheid, Y., Escher, C., Vitek, O., Rinner, O., & Reiter, L. (2015). Extending the Limits of Quantitative Proteome Profiling with Data-Independent Acquisition and Application to Acetaminophen-Treated Three-Dimensional Liver Microtissues\*[S]. *Molecular & Cellular Proteomics*, *14*(5), 1400–1410. <https://doi.org/10.1074/mcp.M114.044305>
- Dejima, K., Hori, S., Iwata, S., Suehiro, Y., Yoshina, S., Motohashi, T., & Mitani, S. (2018). An Aneuploidy-Free and Structurally Defined Balancer Chromosome Toolkit for *Caenorhabditis elegans*. *Cell Reports*, *22*(1), 232–241. <https://doi.org/10.1016/j.celrep.2017.12.024>
- Eden, E., Navon, R., Steinfeld, I., Lipson, D., & Yakhini, Z. (2009). GOrilla: A tool for discovery and visualization of enriched GO terms in ranked gene lists. *BMC Bioinformatics*, *10*(1), 48. <https://doi.org/10.1186/1471-2105-10-48>
- Gu, Z., Eils, R., & Schlesner, M. (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. *Bioinformatics*, *32*(18), 2847–2849. <https://doi.org/10.1093/bioinformatics/btw313>
- Holdorf, A. D., Higgins, D. P., Hart, A. C., Boag, P. R., Pazour, G. J., Walhout, A. J. M., & Walker, A. K. (2020). WormCat: An Online Tool for Annotation and Visualization of *Caenorhabditis elegans* Genome-Scale Data. *Genetics*, *214*(2), 279–294. <https://doi.org/10.1534/genetics.119.302919>
- Labun, K., Montague, T. G., Gagnon, J. A., Thyme, S. B., & Valen, E. (2016). CHOPCHOP v2: A web tool for the next generation of CRISPR genome engineering. *Nucleic Acids Research*, *44*(W1), W272–W276. <https://doi.org/10.1093/nar/gkw398>

- Livak, K. J., & Schmittgen, T. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods (San Diego, Calif.)*, 25(4), 402–408. <https://doi.org/10.1006/meth.2001.1262>
- Luo, W., Pant, G., Bhavnasi, Y. K., Blanchard, S. G., Jr, & Brouwer, C. (2017). Pathview Web: User friendly pathway visualization and data integration. *Nucleic Acids Research*, 45(W1), W501–W508. <https://doi.org/10.1093/nar/gkx372>
- Paix, A., Folkmann, A., & Seydoux, G. (2017). Precision genome editing using CRISPR-Cas9 and linear repair templates in *C. elegans*. *Methods*, 121–122, 86–93. <https://doi.org/10.1016/j.ymeth.2017.03.023>
- Tyanova, S., Temu, T., Sinitcyn, P., Carlson, A., Hein, M. Y., Geiger, T., Mann, M., & Cox, J. (2016). The Perseus computational platform for comprehensive analysis of (prote)omics data. *Nature Methods*, 13(9), 731–740. <https://doi.org/10.1038/nmeth.3901>
- Wagle, P., Nikolić, M., & Frommolt, P. (2015). QuickNGS elevates Next-Generation Sequencing data analysis to a new level of automation. *BMC Genomics*, 16(1), 487. <https://doi.org/10.1186/s12864-015-1695-x>
- Xu, H., Xiao, T., Chen, C.-H., Li, W., Meyer, C. A., Wu, Q., Wu, D., Cong, L., Zhang, F., Liu, J. S., Brown, M., & Liu, X. S. (2015). Sequence determinants of improved CRISPR sgRNA design. *Genome Research*, 25(8), 1147–1157. <https://doi.org/10.1101/gr.191452.115>

How the deposited data were processed for this re-analysis (not part of the article)

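The authors deposited 1 table of FPKM per gene, with 46284 genes and 20 samples, and every value column was matched to a sample by its title. By the authors' account the reads came from poly-A-selected stranded libraries of whole worms on day 1 of adulthood and were aligned with Tophat2 and summarised with Cufflinks2 on an Ensembl annotation. The authors called differing genes with DESeq2 on counts, which were not used here. FPKM are not counts, so a count model was not applied to the deposited values. The samples are 5 strains with 4 replicates each, named here as replicates 1 to 4 after the number in the sample title. The replicate number was taken as an independent experiment with 1 sample of each strain, because the paper says that its replicates were collected in independent experiments and the numbers run alike in every strain.

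Of the genes listed, 24591 were at 0 in all samples and 21693 above 0 in at least 1. The sum of FPKM per sample lay between 1004157 and 1136133. The number of reads per sample is not known from these values. The depth of each sample relative to the others was read from genes below 3 FPKM, where the most common ratio between samples is that of the FPKM of a single fragment. By strain its median was 1.00 in wild-type, 0.983 in *ivd-1(tm6784)*, 0.996 in *bcat-1(hh58)*, 1.00 in *ivd-1(tm6784); bcat-1(hh58)* and 0.984 in *hecd-1(tm2371)*, and single samples lay between 0.887 and 1.08. The first principal components held 39.5% and 21.5% of the variance.

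Values were taken as log2(FPKM + 0.5), and genes with an FPKM of at least 0.5 in at least 4 samples were tested, which left 15957. The strain was the only term in the model. The fit used limma 3.58.1 in R 4.3.3 with lmFit, contrasts.fit and eBayes with a trend in the prior variance, two-sided, over 7 comparisons. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less. Gene sets were tested with limma's fry, adjusted over 28 sets per comparison, and with an exact permutation test of the mean of the set in each sample over 70 ways of parting 8 samples into 4 and 4. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9. Gene names, coordinates, exons and overlaps came from the WBcel235 annotation of Ensembl release 115. The random shuffles used the seed 20221.

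The genes named in the text follow a rule. They are the 15 genes the paper names that bear on the sequencing, the members of the gene sets, and per comparison the 5 genes with the largest absolute log2 fold change among those that passed the threshold, changed one way in all 4 same-numbered pairs and reached a mean of 1 FPKM in either strain. The sets were drawn up by gene name, and the Wormcat categories were not used here. The exceptions to the rule were chosen after seeing the values, and are *vit-2* and the genes listed at 0.

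The alternatives were pseudocounts of 0.1 and 1, no filter on low values, a mean FPKM of at least 1, quantile normalization, median-of-ratios scaling, a fit of only the strains compared, the replicate number as a block, sample quality weights, a germline score as a covariate, an adjusted p of 0.01 or less, limma's camera instead of fry, and leaving out each of the 20 samples in turn. The germline score is the mean log2 value of 30 germline and oocyte marker genes in a sample. A further alternative, without the genes listed at 0 in some samples, was chosen after seeing the data. For each comparison the correlation between same-numbered samples was taken on what remained after the strain means were removed.

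The fit was checked on simulated data. Of 200 genes given a change among 15957, 74.5% were recovered, 88.0% of those with a log2 change of 1.5 and 61.0% of those with 0.75, and 6.29% of 159 calls were false. With no change put in, 0 genes were called. Over the 200 changed genes the slope of the estimated on the true change was 0.99. The slopes between comparisons were not simulated. Of 100 genes made to reverse, 69 were called as a response, and the calls were made up of these alone.

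The values of *vit-2* were listed at 0 in every sample, as were 22 of the 36 genes of the mitochondrial genome and 780 protein-coding genes, and these genes were left out of all tests. A further 286 genes were listed at 0 in some samples and at 10 FPKM or more in others, 187 of them among the tested genes, and stayed in. Proteome and metabolome values were not analysed here.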

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

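A test of whether overlapping genes share an estimate and a test of whether germline content sets a sample apart were chosen only after the results were seen.

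Each group of 4 replicates was screened for a sample far from the other three, by the ratio of its gap to the range of the group. Of 135 groups of genes and sets, 11 passed the critical value of 0.829, where about 1 in 20, or 6.75, would pass by chance. The 19S genes lay at 7.573 on the log2 scale in replicate 3 of *ivd-1(tm6784); bcat-1(hh58)* against 7.386 to 7.417 in the others, the 20S genes at 8.354 against 8.226 to 8.233 and the glycolysis genes at 6.516 against 6.987 to 7.035. *rpt-3* lay at 8.029 in the same sample against 7.839 to 7.85. The glycolysis genes lay at 7.052 in *hecd-1(tm2371)* replicate 3 against 7.133 to 7.147. *hach-1* lay at 8.133 in wild-type replicate 3 against 8.571 to 8.587, and at 7.466 in *hecd-1(tm2371)* replicate 3 against 7.807 to 7.859. Replicate 3 was also the lowest for *hach-1* in *ivd-1(tm6784)* and *bcat-1(hh58)*, without passing the critical value, so these are not separate odd samples. *hecd-1* lay at 5.049 in *bcat-1(hh58)* replicate 2 against 5.092 to 5.095, *bckd-1A* at 6.746 in *ivd-1(tm6784)* replicate 4 against 6.666 to 6.679, *rpn-1* at 7.054 in *ivd-1(tm6784)* replicate 2 against 7.118 to 7.127 and *rpt-3* at 7.777 in wild-type replicate 2 against 7.864 to 7.871.

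Scaling between samples was tried as an explanation, and 7 of the 11 groups still passed after median-of-ratios scaling, 6 of them by the same sample and glycolysis in *hecd-1(tm2371)* by another. The 4 that no longer passed were *hecd-1* in *bcat-1(hh58)*, *bckd-1A* in *ivd-1(tm6784)*, *hach-1* in *hecd-1(tm2371)* and *rpt-3* in wild-type. Germline content was tried for replicate 3 of the double mutant, which has the highest germline score of the 4, and the ratio of its gap to the range was 0.187, below the critical value. The largest gap in this strain, with a ratio of 0.539, lay at replicate 1. Its relative depth was 1.04. No sample was left out of the main results for this.

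The effect of *bcat-1(hh58)* was compared between the wild-type and the *ivd-1(tm6784)* background and came up in 7569 genes (47.4%, limma with Benjamini-Hochberg adjustment), 1944 with a higher and 5625 with a lower effect in the mutant background. Median-of-ratios scaling left 6342 of these genes, so scaling alone does not account for the number. With the germline score as a covariate 3432 remained, fewer than 50%, so germline content may lie behind many of them and cannot be told apart from an interaction. In 1 of 100 shuffles of the strain labels within replicate numbers, the true labelling itself, there were as many genes, and the largest other shuffle gave 4455.

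The same comparison came up in 19 of the 28 gene sets, 8 of them among the sets behind the main results. In these 8 the difference between the backgrounds was 0.1968 for 19S (adjusted p = 0.0168, limma's fry), 0.1883 for 20S (adjusted p = 0.00347), −1.257 for metallopeptidases (adjusted p = 0.000117), −0.8387 for carboxypeptidases (adjusted p = 0.000147), 0.4342 for cell cycle (adjusted p = 0.0121), 0.2857 for nuclear pore (adjusted p = 0.0121), −0.549 for muscle (adjusted p = 0.00618) and −2.918 for collagens (adjusted p = 0.000348). These 8 had one sign in the 4 replicate numbers. With the germline score the 19S difference was 0.095 (adjusted p = 0.153, limma's fry), the cell-cycle difference 0.24 (adjusted p = 0.103) and the nuclear pore difference 0.13 (adjusted p = 0.0906), and the others of the 8 still passed. After median-of-ratios scaling these adjusted p by limma's fry were 0.00162, 0.00247 and 0.00205, and with the block 0.0254, 0.0211 and 0.0186.

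The other 11 sets were neuronal (−0.6569, adjusted p = 0.000117, limma's fry), vitellogenin (1.114, adjusted p = 0.000147), lipid metabolism (−0.4942, adjusted p = 0.0005), nucleotide metabolism (−0.1175, adjusted p = 0.00062), amino acid metabolism (−0.477, adjusted p = 0.00199), aspartic peptidases (−0.2151, adjusted p = 0.00212), germline and oocyte markers (0.3839, adjusted p = 0.00347), peptidase inhibitors (−0.2935, adjusted p = 0.00567), cysteine peptidases (−0.4788, adjusted p = 0.011), sperm markers (−1.476, adjusted p = 0.0189) and ubiquitin peptidases (0.1803, adjusted p = 0.0425). The aspartic peptidases had this sign in 2 of the 4 replicate numbers, and nucleotide metabolism and the ubiquitin peptidases in 3. With the germline score sperm markers (adjusted p = 0.205, limma's fry) and ubiquitin peptidases (adjusted p = 0.339) no longer passed, and the germline and oocyte markers could not be tested, as the score is their own mean. After median-of-ratios scaling lipid metabolism (adjusted p = 0.124, limma's fry), nucleotide metabolism (reversed to 0.08617, adjusted p = 0.126), amino acid metabolism (adjusted p = 0.2), peptidase inhibitors (adjusted p = 0.342) and cysteine peptidases (adjusted p = 0.342) no longer passed. The same scaling brought in mitochondrial ribosome (adjusted p = 0.000612, limma's fry), electron transport chain and BCAA catabolism (adjusted p = 0.00149 for each), TCA cycle (adjusted p = 0.00345), glycolysis (adjusted p = 0.00426), E3 (adjusted p = 0.00908) and E2 (adjusted p = 0.0165), so which sets come up depends on the scaling.

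Gene sets outside the paper's categories were also tested. Sperm marker genes were lower in the double mutant than in *ivd-1(tm6784)*, with a mean log2 fold change of −2.009 (adjusted p = 0.000183, limma's fry) and all 45 genes lower. Reads shared between paralogs do not explain it, because 18 sperm genes without an msp, ssp or gsp name fell as well, with a mean of −1.09, and scaling does not, with a mean of −1.991 after median-of-ratios scaling. Early embryo marker genes were higher by a mean of 0.8301 (adjusted p = 0.0016, limma's fry), 28 higher and 1 lower. Timing of reproduction on day 1 was not tested for either set.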

How the results depend on the processing

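The results were run under alternatives set out before the data were examined, and without the genes listed at 0 in some samples, which was chosen after seeing the data. For 41 main results and 84 others each alternative was counted as the same, weaker (threshold lost), stronger (threshold gained), reversed in sign, or moved (a count by more than 1.5 times, a slope by more than its spread between replicate numbers). The cause of a move was not tested.

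A pseudocount of 0.1 left 40 of 41 main results the same, with the fall of collagens in the double mutant against *ivd-1(tm6784)* lost (−0.756) and the E2 genes in that comparison reversed (−0.00034). A pseudocount of 1 left 40 the same and lost the fall of metallopeptidases in the double mutant (−0.309). Without a filter that fall (−0.337) and the fall of collagens (−0.587) were lost, and with a mean FPKM of at least 1 that of metallopeptidases (−0.378). Without the genes listed at 0 in some samples, 40 were the same and the E3 genes in *ivd-1(tm6784)* were reversed (−0.018).

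Quantile normalization left 32 main results the same. *hecd-1(tm2371)* differed from wild-type in 2192 genes, against 3369. The 19S genes passed in *ivd-1(tm6784)* (−0.16), in the double mutant against it (0.17) and in *bcat-1(hh58)* (−0.15), as did the 20S genes in the double mutant (0.16), and cell cycle (−0.26) and nuclear pore (−0.16) in *ivd-1(tm6784)*. The fall of collagens in the double mutant was lost (−0.65). Reversed were E3 (−0.085, adjusted p = 0.0386, limma's fry), E2 (−0.10), *bckd-1B* (−0.017) and *acdh-3* (−0.032) in *ivd-1(tm6784)*, and nucleotide metabolism (−0.0065) and *Y44A6D.5* (−0.39) in *bcat-1(hh58)*.

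Median-of-ratios scaling left 31 the same. *hecd-1(tm2371)* differed in 2198 genes. Past the threshold came 19S in *ivd-1(tm6784)* (−0.21) and *bcat-1(hh58)* (−0.29), and the electron transport chain (−0.12), cell cycle (−0.33) and nuclear pore (−0.23) in *ivd-1(tm6784)*, while the rise of nuclear pore genes in the double mutant was lost (0.19). Reversed in *ivd-1(tm6784)* were E3 (−0.049), E2 (−0.039), glycolysis (−0.048), TCA cycle (−0.044), nucleotide metabolism (−0.016), *bckd-1B* (−0.074) and *acdh-3* (−0.083), and in *bcat-1(hh58)* nucleotide metabolism (−0.12) and *Y44A6D.5* (−0.0019). This scaling moves all genes of a strain nearly alike, with a median shift of −0.10 in *ivd-1(tm6784)* and −0.18 in *bcat-1(hh58)*, and the reversals have about that size, so they count as 1 shift per strain and not as separate changes. Ubiquitin peptidases in *ivd-1(tm6784)* came past the threshold (−0.18) and their rise in the double mutant was lost (0.16). Of the other 84 results, 9 were weaker and 6 stronger here.

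A fit of only the strains compared left 33 the same. The double mutant against *bcat-1(hh58)* fell to 7 genes, against 3738 with all strains in 1 fit and 3433 with the block (correlation −0.113), so those calls depend on fitting all strains together. BCAA response genes numbered 1412, against 939, and the slope of the double mutant was −0.37, against −0.54. In *ivd-1(tm6784)* 19S (−0.11), TCA cycle (0.063), cell cycle (−0.22), nuclear pore (−0.12) and muscle (0.24) passed at unchanged means.

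Sample quality weights left 31 the same. *ivd-1(tm6784)* differed in 5831 genes against 3633, BCAA response genes numbered 1495 and genes in both responses 87, against 54. Past the threshold came 19S in *ivd-1(tm6784)* (−0.10) and *bcat-1(hh58)* (−0.11), and TCA cycle (0.060), cell cycle (−0.20), nuclear pore (−0.11) and muscle (0.22) in *ivd-1(tm6784)*. The fall of collagens in the double mutant was lost (−0.57).

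The germline covariate left 34 the same. *ivd-1(tm6784)* differed from *hecd-1(tm2371)* in 3168 genes, against 7961, the double mutant from *bcat-1(hh58)* in 329, and BCAA response genes numbered 354. E3 in *bcat-1(hh58)* (0.39) and the electron transport chain in *ivd-1(tm6784)* (−0.055) passed, and the fall of metallopeptidases (−0.25) and collagens (−0.48) in the double mutant was lost. *bckd-1B* in *ivd-1(tm6784)* (−0.0042) and *Y44A6D.5* in *bcat-1(hh58)* (−0.29) were reversed.

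At an adjusted p of 0.01 or less by limma with Benjamini-Hochberg adjustment the counts were 1909 for *ivd-1(tm6784)*, 3869 for the double mutant and 1419 for *hecd-1(tm2371)* against wild-type, 4259 and 304 for the double mutant against *ivd-1(tm6784)* and *bcat-1(hh58)*, 241 BCAA response genes, 1179 *bcat-1(hh58)* response genes and 34 in both. With camera instead of fry, 19S in *ivd-1(tm6784)* (−0.11), the double mutant against it (0.096) and *bcat-1(hh58)* (−0.10), and E3 (0.053), the electron transport chain (−0.017), cell cycle (−0.22) and nuclear pore (−0.12) in *ivd-1(tm6784)* passed, and the fall of carboxypeptidases in the double mutant was lost (−0.37). Asking for the same direction against *hecd-1(tm2371)* or taking slopes over all tested genes left the results the same. With different *ivd-1(tm6784)* samples on each axis the slope of the double mutant was −0.40.

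With the replicate number as a block 38 of 41 main results and 82 of 84 others were the same. The fall of metallopeptidases in the double mutant was lost (−0.392), and glycolysis (0.058) and TCA cycle (0.063) in *ivd-1(tm6784)* passed. Same-numbered samples were correlated at 0.0101 for *bcat-1(hh58)*, 0.0443 for the double mutant and 0.0828 for *ivd-1(tm6784)* with *hecd-1(tm2371)*, and 0.04 over all pairs of strains. Where the pairing is that weak the block gave 6969 genes for *bcat-1(hh58)* and 5957 for the double mutant against wild-type, and 7830 for *ivd-1(tm6784)* against *hecd-1(tm2371)*. A call lost there can come from the degrees of freedom the block takes and is not read as a weaker effect.

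Leaving out each sample of the strains compared gave 2269 to 3357 genes for *ivd-1(tm6784)* and 1964 to 3362 for *hecd-1(tm2371)* against wild-type, 448 to 7707 for the double mutant against *bcat-1(hh58)* and 333 to 1053 BCAA response genes. Leaving out a sample of another strain, which enters through the shared spread, gave 3466 to 4240 genes for *ivd-1(tm6784)*, and leaving out one of *bcat-1(hh58)* 838 to 1345 BCAA response genes. The slope of the double mutant ran from −0.60 to −0.43. Means ran from −0.12 to −0.099 for 20S in *ivd-1(tm6784)*, −0.14 to −0.070 for 19S in *bcat-1(hh58)*, and in the double mutant against *ivd-1(tm6784)* from −0.86 to −0.61 for collagens, −0.45 to −0.32 for metallopeptidases, −0.42 to −0.31 for carboxypeptidases, 0.26 to 0.37 for cell cycle and 0.13 to 0.21 for nuclear pore. The sign changed for the mitochondrial ribosome in *ivd-1(tm6784)* (−0.021 to 0.0068), and for nucleotide metabolism (−0.0099 to 0.25) and *Y44A6D.5* (−0.015 to 0.45) in *bcat-1(hh58)*.

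Some calls were lost in these fits. The fall of 20S in *ivd-1(tm6784)* was lost without *ivd-1(tm6784)* replicate 2 (adjusted p = 0.0559, limma's fry), and 19S in *bcat-1(hh58)* came past the threshold in 1 of 8 fits (adjusted p = 0.00907). In the double mutant against *ivd-1(tm6784)*, of 8 fits the call was lost in 5 for collagens, 4 for metallopeptidases, 3 for nuclear pore, E2 and ubiquitin peptidases, and 2 for carboxypeptidases, cell cycle and neuronal genes. It was lost there in 6 for *rpt-3*, 4 for *rpn-9* and *rpt-1*, 3 for *rpn-1* and 2 for *F56F11.4*. In *ivd-1(tm6784)* against wild-type it was lost in 6 for *rpt-1*, 4 for amino acid metabolism and 2 for lipid metabolism, and in *bcat-1(hh58)* in 4 for *acdh-3* and 3 for *bckd-1B*.

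Relative depth ran from 0.887 to 1.08 between samples. The number of reads is unknown, so for genes at low FPKM such as *Y44A6D.5* the part of the spread that comes from counting cannot be given.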

Differences from the paper's values

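Counts and percentages are taken to differ when they are more than 1.5 times apart, and slopes when they are apart by more than the SD over replicate numbers (0.31 and 0.067). An alternative is said to come near the paper's value when it lies within these limits.

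The paper states that 43% of transcripts differ between *ivd-1(tm6784)* and wild-type, and here it was 22.77%. Of the alternatives set before the data were examined, a fit of only the strains compared (30.9%) and sample weights (36.5%) come near it, and the others do not. For transcripts that differ in both single mutants the paper shows about 31% in Fig. 2b, read by eye, and here it was 19.59%, with median-of-ratios scaling (22.0%), a fit of only the strains compared (20.9%), sample weights (28.9%), and leaving out *bcat-1(hh58)* replicate 2 or *ivd-1(tm6784); bcat-1(hh58)* replicate 3 coming near it. The number of transcripts that differ in *ivd-1(tm6784)* is about 7900 in Fig. 2b, read by eye, against 3633 here, and only sample weights came near it (5831).

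In Fig. 2c, read by eye, about 5800 transcripts differ from both wild-type and *hecd-1(tm2371)*, against 2756 here, and sample weights came near it (4135). About 2100 differ from wild-type only in Fig. 2c, read by eye, against 877, and near it came a fit of only the strains compared (1417), sample weights (1696) and the germline covariate (2066). About 2700 differ from *hecd-1(tm2371)* only in Fig. 2c, read by eye, against 5205, and near it came the germline covariate (1872). The BCAA response holds about 2800 transcripts in Fig. 2c, read by eye, against 939, and no alternative came near it (241 to 1495). Of these, about 1500 are lower in *ivd-1(tm6784)* in Fig. 2c, read by eye, against 108, which no alternative came near (24 to 724), and about 1300 are higher in Fig. 2c, read by eye, against 831. A pseudocount of 1 (871), a fit of only the strains compared (1133) and sample weights (1162) came near the last, as did leaving out *bcat-1(hh58)* replicate 2 or 3, *ivd-1(tm6784); bcat-1(hh58)* replicate 1 or *hecd-1(tm2371)* replicate 1.

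About 82 transcripts are shared by the responses in Fig. S4f, read by eye, against 54. A pseudocount of 0.1 (56), quantile normalization (62), a fit of only the strains compared (63), the block (57) and sample weights (87) came near it, as did leaving out *bcat-1(hh58)* replicate 2 or 3 or *ivd-1(tm6784); bcat-1(hh58)* replicate 3. The slope between the single mutants is about 1.7 in Fig. S4a, read by eye, against 1.171, and no alternative came near it (0.88 to 1.27). The slope of the double mutant is about −0.83 in Fig. S4b, read by eye, against −0.5353, and no alternative came near it (−0.63 to −0.37). For 19S subunits lowered in the BCAA response the paper shows about 6 in Fig. S4d, read by eye, against 1, and near it came quantile normalization (6) and sample weights (4).

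Directions and genes differ as well. The paper's calls came from DESeq2 on counts, and the scaling used there was not reproduced, so these differences can come from the method. Most BCAA response genes were higher in *ivd-1(tm6784)* here, and quantile normalization was the only alternative with most of them lower. Median-of-ratios scaling raised the number of lower ones from 108 to 302. Of the subunits the paper lists, *rpt-1* was the only one in *ivd-1(tm6784)* lowered past the threshold, with *rpn-9* and *rpn-1* added by median-of-ratios scaling, *rpn-9*, *F56F11.4* and *rpn-1* by sample weights and by a fit of only the strains compared, and *rpn-1* by quantile normalization. In the BCAA response *rpt-1* was again the only one, with *rpn-9*, *F56F11.4* and *rpn-1* added by sample weights, *F56F11.4* and *rpn-1* by a fit of only the strains compared and *rpn-1* by quantile normalization. *rpn-6.1* and *rpt-3* were in neither in any setting. In *bcat-1(hh58)* the 20S genes lay below wild-type as in *ivd-1(tm6784)*, while the 19S genes passed the threshold there only under some alternatives. The paper places this strain nearer to wild-type for the UPS genes that passed its own filter, which is not the same set. Transcripts of glycolysis enzymes were lower in the double mutant than in *ivd-1(tm6784)*, where the paper describes glycolysis as restored. The paper reads this from a map of metabolites together with enzyme transcripts. Metabolites were not analysed here, so the transcripts alone do not contradict it.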

Other observations

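The test of whether overlapping genes share an estimate, and the shuffles with different samples on each axis, were chosen only after the results were seen.

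Germline content may contribute to the proteasome and BCAA response results. With the germline score as a covariate the 19S mean in *ivd-1(tm6784)* was −0.07033 (adjusted p = 0.117, limma's fry, against 0.0775 without it and 0.00789 to 0.117 over the alternatives that kept all samples, and 7.06e-08 with camera), which cannot tell germline content from a change within tissues. Of the 939 BCAA response genes 334 remained, fewer than 50%. *pie-1*, *puf-11* and *puf-3*, which are germline genes, were among the 108 lower genes (adjusted p = 0.03, Fisher's exact test). A hypothesis is that part of the fall in proteasome transcripts follows a smaller germline in *ivd-1(tm6784)*, which counts of germ nuclei in the same worms would test. The 19S genes stood highest in *hecd-1(tm2371)*, whose germline genes lay 0.26 above wild-type, so a comparison of *ivd-1(tm6784)* with this strain carries both.

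The slopes across genes were tested against shared samples and shuffled labels. With different wild-type samples on each axis the first slope was 0.8843, and with different *ivd-1(tm6784)* samples the second was −0.3974, so shared samples are not the whole of either. Yet 6 of 100 shuffles of the strain labels within replicate numbers gave a first slope as large and 48 a second slope as far below 0. These shuffles keep the shared samples on both axes. With different samples on each axis 2 of 100 shuffles gave a first slope as large and 8 of 100 a second slope as far below 0. The first is thus unlikely to come from how the samples fell into strains, and for the second this cannot be ruled out.

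For BCAA response genes, 1 of 100 shuffles, the true labelling itself, gave as many genes, and the same held for *bcat-1(hh58)* response genes and for genes with a different *bcat-1(hh58)* effect between backgrounds, at 1 of 100 each. For single comparisons 8 splits of the 8 samples part every same-numbered pair. As many genes came from 1 of 8 splits, the true one, in each comparison with wild-type, in *ivd-1(tm6784)* against *hecd-1(tm2371)* and in the double mutant against *ivd-1(tm6784)*, and from 2 of 8 in the double mutant against *bcat-1(hh58)*. The other splits of this kind gave at most 2 genes, and 6498 in the double mutant against *bcat-1(hh58)*. The remaining 27 of the 35 splits keep some same-numbered pairs together. Of these, 1 gave as many genes, in the double mutant against *bcat-1(hh58)* (7413), and the largest elsewhere gave 1380, in *bcat-1(hh58)* against wild-type. The share of 8 splits is never under 0.05, so these alone cannot tell a strain difference from an accident of grouping. Over all 35 splits the true one alone gave as many genes in every comparison but the double mutant against *bcat-1(hh58)*, a share of 0.0286, which makes such an accident unlikely where same-numbered samples are hardly correlated, as in *bcat-1(hh58)* (0.0101) and the double mutant (0.0443) against wild-type and *ivd-1(tm6784)* against *hecd-1(tm2371)* (0.0828).

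Variants carried along with a mutation could raise differences near the locus. Genes within 2 Mb did not hold an excess of 2-fold differences, with a Fisher's exact p of 0.307 for *ivd-1*, 0.362 for *bcat-1* and 0.5 for *hecd-1*.

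The rise of collagens in *ivd-1(tm6784)* was not a matter of scaling, with a mean of 1.828 after median-of-ratios scaling. Molting genes other than collagens rose as well (p = 0.000176, limma's fry, not adjusted, and exact permutation p = 0.0286), 11 of 16 higher with a mean of 1.26. They rose in *bcat-1(hh58)* (2.10) and in the double mutant (1.12) against wild-type as well (p = 2.08e-07 and 0.000313, limma's fry, not adjusted, exact permutation p = 0.0286 each). A hypothesis is that the worms of all 3 strains were nearer to the last molt at collection than wild-type. That cannot be told apart from a change in matrix genes and would bear on every comparison of them with wild-type. The paper states that collection was adapted to delayed strains and the egg-bearing adult stage checked by eye. Early embryo markers averaged 1.63 in *bcat-1(hh58)* and 1.86 in the double mutant on the log2 scale, against 1.00 in wild-type and 1.03 in *ivd-1(tm6784)*. Sperm markers averaged 4.13 in the double mutant against 5.79 in wild-type. The stage markers are therefore mixed in *bcat-1(hh58)* and the double mutant. In the double mutant against *ivd-1(tm6784)* these molting genes changed by −0.14 (p = 0.77, limma's fry, not adjusted, and exact permutation p = 0.657), while the collagens fell.

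Genes listed at 0 in some samples and at 10 FPKM or more in others overlapped another annotated gene in 52.4% of 187 cases, against 41.1% of the other tested genes (Fisher's exact p = 0.00212). An estimate shared between overlapping genes is a possible explanation for part of them. The neighbours *ZK228.3* and *ZK228.4* overlap no other coding gene, so an estimate shared with one does not account for their zeros. They were listed at 0 in every *hecd-1(tm2371)* sample and above 19 FPKM in *ivd-1(tm6784)*. Reads over the interval between 18458241 and 18465426 on chromosome V would test them.

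The transcript of *bcat-1* was raised and not lowered in *bcat-1(hh58)*, and that of *ivd-1* was lower in *bcat-1(hh58)* than in *ivd-1(tm6784)*. *acdh-2* and *C09B8.4* rose in *ivd-1(tm6784)*, fell in *bcat-1(hh58)* and lay between in the double mutant. For *acdh-2* the level in *bcat-1(hh58)*, 0.276 FPKM, lies below the pseudocount, and the log2 fold change of the double mutant against *bcat-1(hh58)* ran from 2.21 to 3.77 over the alternatives, so its size is not compared with that in *ivd-1(tm6784)* against wild-type. A product made upstream of IVD-1 and downstream of BCAT-1 is a hypothesis for their cause, and measuring both transcripts with such intermediates added would test it.

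The small overlap between the BCAA response and the *bcat-1(hh58)* response follows in part from the filters. A gene in both must change in opposite directions in the single mutants, and of the 674 BCAA response genes that differed in *bcat-1(hh58)* 620 changed in the same direction as in *ivd-1(tm6784)*. The number in common therefore says little on whether *bcat-1(hh58)* alone restores these genes.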
